# Differential CpG methylation at *Nnat* in the early establishment of beta cell heterogeneity

**DOI:** 10.1007/s00125-024-06123-6

**Published:** 2024-03-21

**Authors:** Vanessa Yu, Fiona Yong, Angellica Marta, Sanjay Khadayate, Adrien Osakwe, Supriyo Bhattacharya, Sneha S. Varghese, Pauline Chabosseau, Sayed M. Tabibi, Keran Chen, Eleni Georgiadou, Nazia Parveen, Mara Suleiman, Zoe Stamoulis, Lorella Marselli, Carmela De Luca, Marta Tesi, Giada Ostinelli, Luis Delgadillo-Silva, Xiwei Wu, Yuki Hatanaka, Alex Montoya, James Elliott, Bhavik Patel, Nikita Demchenko, Chad Whilding, Petra Hajkova, Pavel Shliaha, Holger Kramer, Yusuf Ali, Piero Marchetti, Robert Sladek, Sangeeta Dhawan, Dominic J. Withers, Guy A. Rutter, Steven J. Millership

**Keywords:** Beta cell development, Ca^2+^, Connectivity, CpG methylation, Heterogeneity, Identity, Imprinted genes, Insulin, Islet, Neuronatin, Type 2 diabetes

## Abstract

**Aims/hypothesis:**

Beta cells within the pancreatic islet represent a heterogenous population wherein individual sub-groups of cells make distinct contributions to the overall control of insulin secretion. These include a subpopulation of highly connected ‘hub’ cells, important for the propagation of intercellular Ca^2+^ waves. Functional subpopulations have also been demonstrated in human beta cells, with an altered subtype distribution apparent in type 2 diabetes. At present, the molecular mechanisms through which beta cell hierarchy is established are poorly understood. Changes at the level of the epigenome provide one such possibility, which we explore here by focusing on the imprinted gene *Nnat* (encoding neuronatin [NNAT]), which is required for normal insulin synthesis and secretion.

**Methods:**

Single-cell RNA-seq datasets were examined using Seurat 4.0 and ClusterProfiler running under R. Transgenic mice expressing enhanced GFP under the control of the *Nnat* enhancer/promoter regions were generated for FACS of beta cells and downstream analysis of CpG methylation by bisulphite sequencing and RNA-seq, respectively. Animals deleted for the de novo methyltransferase DNA methyltransferase 3 alpha (DNMT3A) from the pancreatic progenitor stage were used to explore control of promoter methylation. Proteomics was performed using affinity purification mass spectrometry and Ca^2+^ dynamics explored by rapid confocal imaging of Cal-520 AM and Cal-590 AM. Insulin secretion was measured using homogeneous time-resolved fluorescence imaging.

**Results:**

*Nnat* mRNA was differentially expressed in a discrete beta cell population in a developmental stage- and DNA methylation (DNMT3A)-dependent manner. Thus, pseudo-time analysis of embryonic datasets demonstrated the early establishment of *Nnat*-positive and -negative subpopulations during embryogenesis. NNAT expression is also restricted to a subset of beta cells across the human islet that is maintained throughout adult life. NNAT^+^ beta cells also displayed a discrete transcriptome at adult stages, representing a subpopulation specialised for insulin production, and were diminished in *db/db* mice. ‘Hub’ cells were less abundant in the NNAT^+^ population, consistent with epigenetic control of this functional specialisation.

**Conclusions/interpretation:**

These findings demonstrate that differential DNA methylation at *Nnat* represents a novel means through which beta cell heterogeneity is established during development. We therefore hypothesise that changes in methylation at this locus may contribute to a loss of beta cell hierarchy and connectivity, potentially contributing to defective insulin secretion in some forms of diabetes.

**Data availability:**

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD048465.

**Graphical Abstract:**

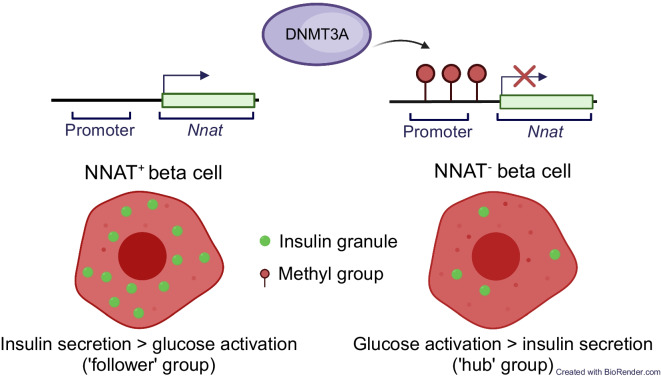

**Supplementary Information:**

The online version contains peer-reviewed but unedited supplementary material available at 10.1007/s00125-024-06123-6.

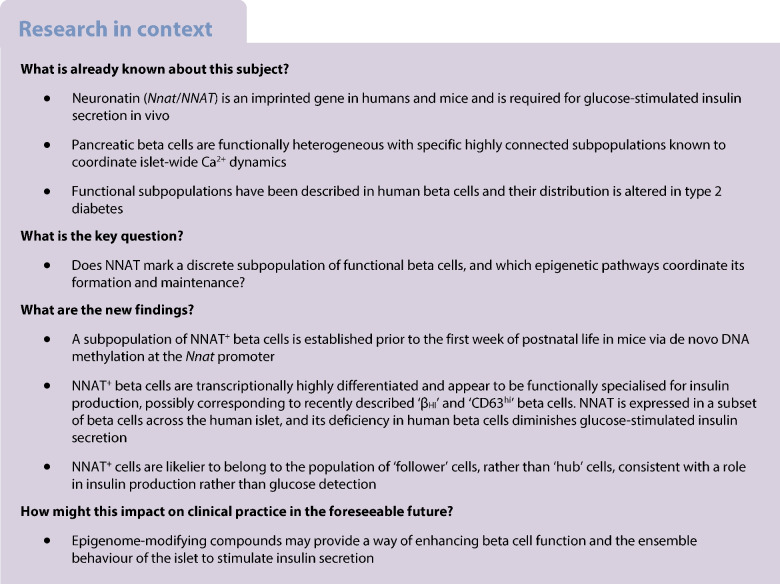

## Introduction

Insulin-producing beta cells are central to the modulation of glucose homeostasis, and their impaired function, loss of identity or lowered numbers result in type 2 diabetes [1]. Previous studies have provided an understanding of the transcriptional machinery that orchestrates beta cell development from early pancreatic and endocrine precursors [2]. To bolster these transcriptional programmes in vivo, chronic regulation via the epigenome appears to step in to maintain beta cell identity in the long term [3–7].

Early reports [8, 9], and more recent studies based on single-cell transcriptomic profiling [10–12], electrophysiology [13] and functional imaging [14–17], have demonstrated functional heterogeneity amongst individual beta cells (reviewed in [18]). Identified subpopulations have been associated with known markers or maturation states (*Flattop*/*Cfap126* [16], polysialyated-neural cell adhesion molecule [PSA-NCAM] [19], CD81 [20], CD24 [7, 21], tyrosine hydroxylase [TH] [6], neuropeptide Y (NPY) [22], CD63 [23]), are ‘virgin’ beta cells [24] or are defined by their roles in coordinating islet-wide Ca^2+^ dynamics (e.g. ‘hubs’ [14], ‘leaders’ [15, 25] and ‘first responders’ [26]). Furthermore, loss of beta cell heterogeneity or intercellular connectivity may contribute to the development of type 2 diabetes [14, 15, 27]. Importantly, functional subpopulations have also been demonstrated in human beta cells [11, 12, 28], and the distribution of antigenically defined sub-groups (based on CD9 and ST8 α-*N*-acetylneuraminide α-2,8-sialyltransferase [ST8SIA1] positivity) is altered in type 2 diabetes [10]. The features underlying beta cell heterogeneity include pathways governing glucose sensing and metabolism [14–16], insulin content and secretory competence [5, 13, 24, 29, 30], and cilia activity and localisation within the islet [25]. Recently, two discrete populations of ‘CD63^hi^’ and ‘CD63^lo^’ cells have been described [23], with ‘CD63^hi^’ cells enriched for CD63 and for insulin content and glucose-stimulated insulin secretion (GSIS). Epigenomically defined (by histone methylation, H3K27me3) CD24-positive ‘β_HI_’ beta cells with enhanced insulin content and GSIS [7] may partly overlap the ‘CD63^hi^’ population [23].

Imprinted genes are expressed from a single allele in a parent-of-origin-specific manner and their expression is also controlled via epigenetic modifications, notably DNA methylation. Imprinted genes often play key physiological roles, particularly in early (fetal and postnatal) growth and development, controlling a wide range of cellular processes. Thus, human imprinting disorders involving altered expression from specific imprinted loci are associated with severe childhood developmental and metabolic complications (reviewed in [31]).

Imprinted genes play key functional roles in pancreatic beta cells by modulating insulin secretory machinery or beta cell mass [32]. Correspondingly, imprinted gene expression is dysregulated both in beta cells with diminished GSIS and in pancreatic islets from individuals with type 2 diabetes, and single nucleotide polymorphisms (SNPs) at imprinted loci are associated with type 2 diabetes risk [18]. Monoallelic expression of imprinted genes is maintained trans-generationally by differential methylation between parental alleles at imprinted loci in the germline [33], with additional ‘somatic’ or ‘secondary’ differentially methylated regions (DMRs) also established post fertilisation [34].

We have previously shown [35] that the paternally expressed, imprinted gene *Nnat* (encoding neuronatin [NNAT]) is nutrient-regulated in pancreatic beta cells, and controls insulin content and GSIS by modulating early insulin precursor processing at the signal peptidase complex (SPC) [35]. At extra-pancreatic sites, changes in *Nnat* expression also modulate appetite and metabolism [36–38]. Here, we explore the possibility that differential methylation of the *Nnat* gene contributes to the functional heterogeneity of embryonic and adult pancreatic beta cells.

## Methods

For details, please refer to electronic supplementary material (ESM) Methods.

### Bioinformatic clustering analysis

Single-cell RNA-seq (scRNA-seq) embryonic and adult islet datasets [5, 39–42] were assessed for hypervariability of gene expression and unbiased clustering using the scran v1.28.2 (https://bioconductor.org/packages/release/bioc/html/scran.html) and RaceID v0.3.0 (https://cran.r-project.org/web/packages/RaceID/index.html) packages, respectively, as described in the ESM Methods.

### Pseudo-time analysis

scRNA-seq datasets [39] were processed with Seurat v4.3 and clustered and processed for pseudo-time analysis, followed by integration with a dataset from adult mouse islets [41, 42], according to the ESM Methods.

### Study approval

All animal procedures were in accordance with the UK Animals (Scientific Procedures) Act 1986 and approved by the UK Home Office (Project licence (PPL) number: PP4712156). All animal studies have been approved by the Imperial College Animal Welfare and Ethical Review Body.

### Animal models

Transgenic mouse lines expressing *Cre* recombinase under the control of the rat insulin promoter (RIP) [43] and with a tdTomato reporter downstream of a stop codon flanked by *loxP* sites [44] have been described previously. Mice with *Nnat*-driven enhanced GFP (eGFP) expression were purchased from the Mutant Mouse Resource and Research Centre (MMRRC, USA) repository [Tg(*Nnat-*EGFP)EA106Gsat/Mmucd, stock no. 010611-UCD]. Mice with global deletion of *Nnat* [35] and conditional *Dnmt3a* null mice generated by crossing to *Pdx1*-*Cre* are described in the ESM Methods. *db/db* and control C57BLKS/J mice on the BKS background were obtained from The Jackson Laboratory, USA (JAX 000642 and JAX 000662, respectively).

### Primary islet isolation and FACS

To isolate primary islets, the pancreas was inflated with Liberase TM (Roche, UK), digested at 37°C and purified using a Histopaque 1119/1083/1077 gradient (Sigma-Aldrich, UK), and islets were hand-picked. For FACS-based experiments, cells from purified islets were isolated using Accutase (Sigma-Aldrich) and sorted using a FACSAria III flow cytometer (BD Biosciences, UK), as detailed in the ESM Methods. Total insulin content was assessed using ultra-sensitive insulin homogeneous time-resolved fluorescence (HTRF) assay kits (Cisbio, France).

### Intracellular calcium imaging

Pancreatic islets from reporter mice expressing *Nnat*-eGFP were isolated as above, with Ca^2+^ imaging of whole islets performed after loading the cytosol with 2 μmol/l Cal-590 AM (Stratech, UK). Images were captured on an Axiovert microscope (Zeiss, Germany) equipped with a ×10, 0.3–0.5 numerical aperture (NA) objective and a ImagEM camera (Hamamatsu, Japan) coupled to a Nipkow spinning-disk head (CSU-10, Yokogawa, Japan) and illuminated at 490 nm or 530 nm.

For experiments involving global *Nnat* null mice [35], islets were incubated with 4.5 μmol/l Cal-520 AM (Stratech), and imaging was performed on a Nikon (Japan) Eclipse Ti microscope equipped with a ×40/1.2 NA oil objective and an ibidi heating system. Cal-520 AM was excited with a 491 nm laser line and emitted light filtered at 525/50 nm. Images were acquired with an ORCA-Flash 4.0 camera (Hamamatsu) and Metamorph software (Molecular Devices). Pearson-based connectivity and correlation analyses in an imaged islet were performed with Ca^2+^ signals smoothed, binarised and analysed as described in the ESM Methods.

### Histological techniques and immunofluorescence

Dissected tissues were fixed, cryoprotected and embedded in optimal cutting temperature (OCT) and stored at −80°C. Sections (10 μm) were cut using a CM1950 Cryostat (Leica, Germany) and immunostained using primary and secondary antibodies (listed in the ESM Methods), and imaged using a TCS SP5 confocal microscope (Leica). Immunostaining of paraffin-embedded pancreas from mice with beta cell-selective deletion of *Dnmt3a* was performed according to references [6, 22] as described in the ESM Methods. Human pancreases were processed, immunostained and imaged as described in the ESM Methods with the approval of the Ethics Committee of the University of Pisa, upon written consent of donors’ next-of-kin.

### Cell culture, RNA silencing and GSIS

Human EndoC-βH1 and rat INS1E beta cells were cultured as previously described [35] and incubated with lentiviruses expressing an *NNAT*-targeting short hairpin RNA (shRNA; Sigma-Aldrich) or Silencer Select siRNAs (Ambion, USA), respectively, as described in the ESM Methods. GSIS assays were performed using ultra-sensitive insulin HTRF assay kits (Cisbio) for insulin quantification.

### Immunoprecipitation and mass spectrometry

Cells were processed for immunoprecipitation and incubated with antibodies against NNAT (ab27266, Abcam, UK, 1:500) prior to mass spectrometry analysis [35] as described in the ESM Methods.

### Western immunoblotting, RT-PCR, RNA-seq

For western blotting, EndoC-βH1 cells were processed as previously described [35] using primary antibodies against NNAT (ab27266, Abcam, 1:2000) and β-tubulin (clone 9F3, stock no. 2128, Cell Signaling, USA, 1:5000). For RT-PCR, mRNA was purified using Allprep or RNeasy kits (both Qiagen, Germany) and reverse transcribed, and cDNA was assessed by quantitative RT-PCR using Taqman reagents (all Life Technologies, USA) on a QuantStudio 7 Real Time PCR cycler.

For RNA-seq, RNA from FACS-purified cells was quantified and assessed for integrity using a Bioanalyzer 2100 and an RNA 6000 Pico assay (Agilent Technologies). RNA was processed using a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina paired with a Poly(A) mRNA magnetic isolation module and AMPure XP SPRIselect beads (Beckman Coulter, UK). Libraries were sequenced using a NextSeq 500 High Output sequencer (Illumina, USA), with 2×75 bp length at 50 million reads per sample. Further details can be found in the ESM Methods.

### Bisulphite sequencing

Genomic DNA was extracted from FACS-purified cells using Allprep DNA/RNA/protein mini kits from Qiagen. Bisulphite sequencing experiments were performed using an EZ DNA Methylation-Gold kit from Zymo Research, USA, an EpiTaq hot start kit (TaKaRa Bio, Japan) and a CloneJET PCR cloning kit (Life Technologies), with DNA purified using a Wizard SV 96 plasmid system (Promega, USA) before Sanger sequencing (Genewiz, now Azenta Life Sciences, UK), and then analysed using bisulphite sequencing DNA methylation analysis (BISMA) software.

### Statistical analysis

Data are shown as mean±SEM in all figure panels. Data were assessed using GraphPad Prism 9.0, with <5% error probability considered significant (i.e. *p*<0.05). Further statistical information, such as *n* numbers and *p* values, are provided in the figure legends.

## Results

### NNAT expression is heterogeneous across the islet and represents a highly differentiated beta cell subtype

We have previously shown that *Nnat* is crucial for insulin storage and GSIS in the mouse [35]. NNAT expression is diminished in rodent models of obesity and diabetes including the Zucker diabetic fatty (ZDF) rat model (85% decrease, *p*=0.0023, *n*=5 [45]) and obese *ob/ob* mice (ESM Fig. 1a). Pancreatic sections of *db/db* mice displayed a loss of NNAT immunoreactivity across islets, and a significant reduction of NNAT^+^ beta cells (ESM Fig. 1b,c).

Reanalysis of published scRNA-seq datasets from primary mouse beta cells at embryonic (embryonic day 17.5 [E17.5]) [39, 40] and adult [5, 41, 42] stages identified *Nnat* as amongst the most highly variable genes between individual cells (ESM Table 1). Pseudo-time analysis of embryonic (E12.5 to E17.5) mouse beta cells [39] clearly demarcated the differentiation of beta cells through embryonic cell states, with late embryonic (E17.5) beta cells overlapping with high levels of *Nnat* expression (Fig. 1a–c, ESM Figs 2a–f, 3a–k). Analysis of the proportions of different beta cell progenitors revealed that *Nnat*^+^ cells become more prominent at later stages of development (Fig. 1d). Integrating cells from the embryonic beta cell trajectory with adult beta cells [41, 42] allowed us to evaluate the progressive change in beta cell markers and *Nnat* expression from development to maturity (Fig. 1e,f, ESM Fig. 4a–i), and revealed large increases in *Ins1* expression alongside *Nnat* downregulation in most beta cells. Nevertheless, a considerable number of adult beta cells (with high expression of *Ins1*/*Ins2*) also expressed *Nnat* (Fig. 1f). Thus, *Nnat* appears to mark late-stage beta cell differentiation, peaking in expression around E17.5 and then gradually being downregulated across most beta cells in adulthood.

**Fig. 1:**
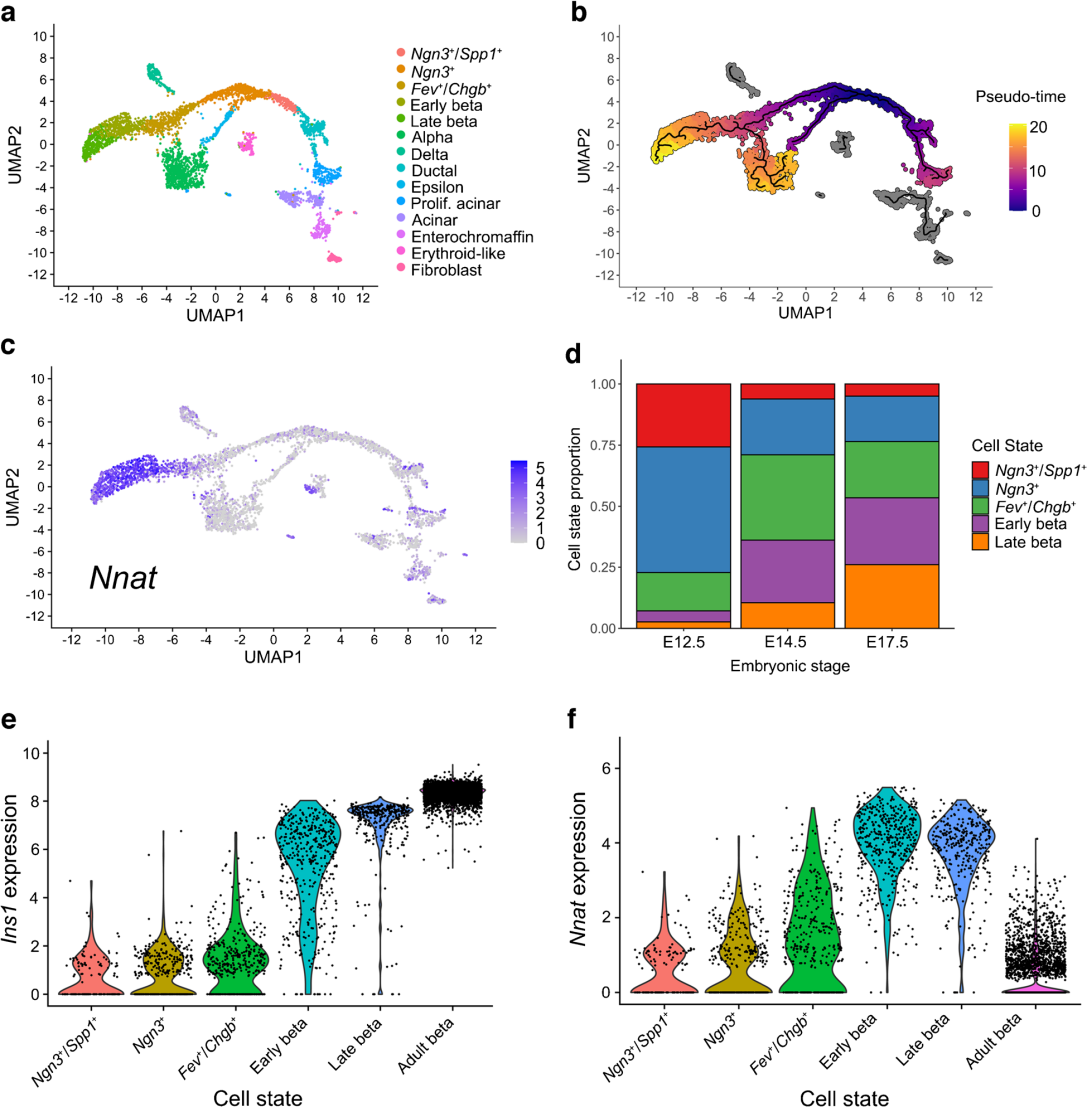
*Nnat* expression is a marker for late-stage beta cell differentiation during islet development. (**a**–**c**) UMAP projection of scRNA-seq data from embryonic mouse islets (E12.5–E17.5), with cells labelled by their cellular state (**a**), pseudo-time (scale bar represents abstract unit of time) (**b**) and corresponding *Nnat* expression (log-normalised expression level) (**c**). (**d**) Changes in the distribution of beta cell precursors from E12.5 to E17.5. (**e**, **f**) Violin plots showing the fluctuations in *Ins1* (**e**) and *Nnat* (**f**) expression (both log-normalised expression level) from E12.5 to adulthood in the beta cell development trajectory. Prolif., proliferating; UMAP, uniform manifold approximation and projection

In light of the abundance of *Nnat*^+^ beta cells during late embryogenesis, we further evaluated the E17.5 dataset [39] and again identified two beta cell populations with distinct levels of *Nnat* expression (Fig. 2a–c, ESM Fig. 5a–f). Embryonic *Nnat*^*+*^ beta cells were enriched for *Ins1*, *Ins2*, *Nkx6.1*, *Pdx1*, *Ucn3*, *Slc2a2*, *Iapp*, *Ero1b*, *G6pc2*, *Dlk1* and *Npy* expression compared with *Nnat*^−^ beta cells which had higher *Neurog3*, *Pax4*, *Gcg*, *Arx* and *Ghrl* expression, indicating that the *Nnat*^*+*^ beta cells were more fully differentiated (Fig. 2d, ESM Table 2). *Nnat*^*+*^ beta cells were also de-enriched for *Cd24a* (Fig. 2d, ESM Table 2). Gene set enrichment analysis (GSEA) revealed upregulation of processes related to protein synthesis, transport from endoplasmic reticulum (ER), ER stress, as well as oxidative phosphorylation and carbohydrate metabolism, with downregulated processes including mRNA processing, splicing and histone methylation (Fig. 2e). Indeed, a separate cell clustering analysis [46] identified *Nnat* as a highly differentially expressed gene between two beta cell clusters at both the late embryonic [39, 40] and adult [5] stages (ESM Figs 6a–h, 7a–g, ESM Table 3).

**Fig. 2:**
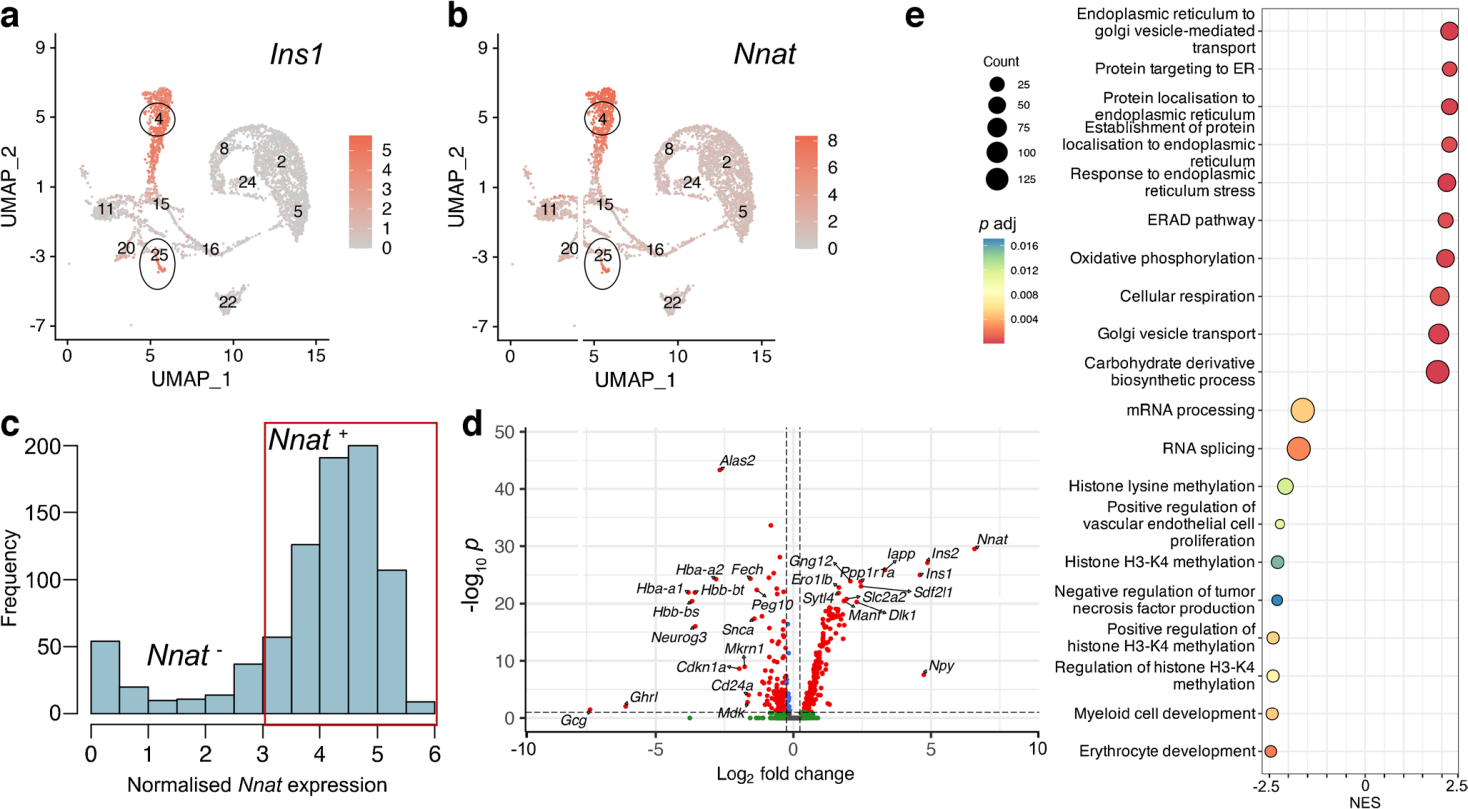
Transcriptomic analyses of islet cells at E17.5 reveal *Nnat*^+^ cells to be a more differentiated beta cell subcluster. (**a**, **b**) Islet cells plotted in the UMAP space and coloured by *Ins1* (**a**) and *Nnat* (**b**) expression, respectively. Individual cellular clusters are labelled. Beta cell clusters are highlighted with black circles. (**c**) Distribution of *Nnat* expression among beta cell clusters, along with the expression range used in defining *Nnat*^+^ beta cells (highlighted by the red rectangle). (**d**) Volcano plot showing the log_2_ fold change in gene expression between *Nnat*^+^ and *Nnat*^−^ beta cells against FDR-corrected *p* values. Genes with FDR<0.1 are coloured red. Top ten upregulated and downregulated genes are labelled by gene name. (**e**) GSEA of differentially expressed genes between *Nnat*^+^ and *Nnat*^−^ beta cells (using gene ontology-biological process [GO-BP] terms), showing the top ten upregulated and downregulated processes. The normalised enrichment score (NES) is plotted along the *x*-axis. Circle diameters are proportional to the number of genes in each process, with the colours defining statistical significance. UMAP, uniform manifold approximation and projection

We confirmed some of these findings at the protein level using immunofluorescence in postnatal and adult mice (Fig. 3a,b). We noted that NNAT protein expression is highly dynamic in beta cells across the mouse islet throughout the postnatal stage, transitioning from expression throughout the majority (90.4±3.2%, *n*=15 mice) of beta cells at late embryogenesis to a subset (24.4±3.0%, *n*=5 mice) of beta cells by postnatal day 14 (P14) (Fig. 3a,b). NNAT^+^ beta cells persisted throughout the islet into adulthood (Fig. 3a,b). NNAT expression was not apparent in other mouse islet cell types, including alpha and delta cells, at P14. However, NNAT expression was detectable in a small number of alpha and delta cells at E17.5 (Fig. 3c).

**Fig. 3:**
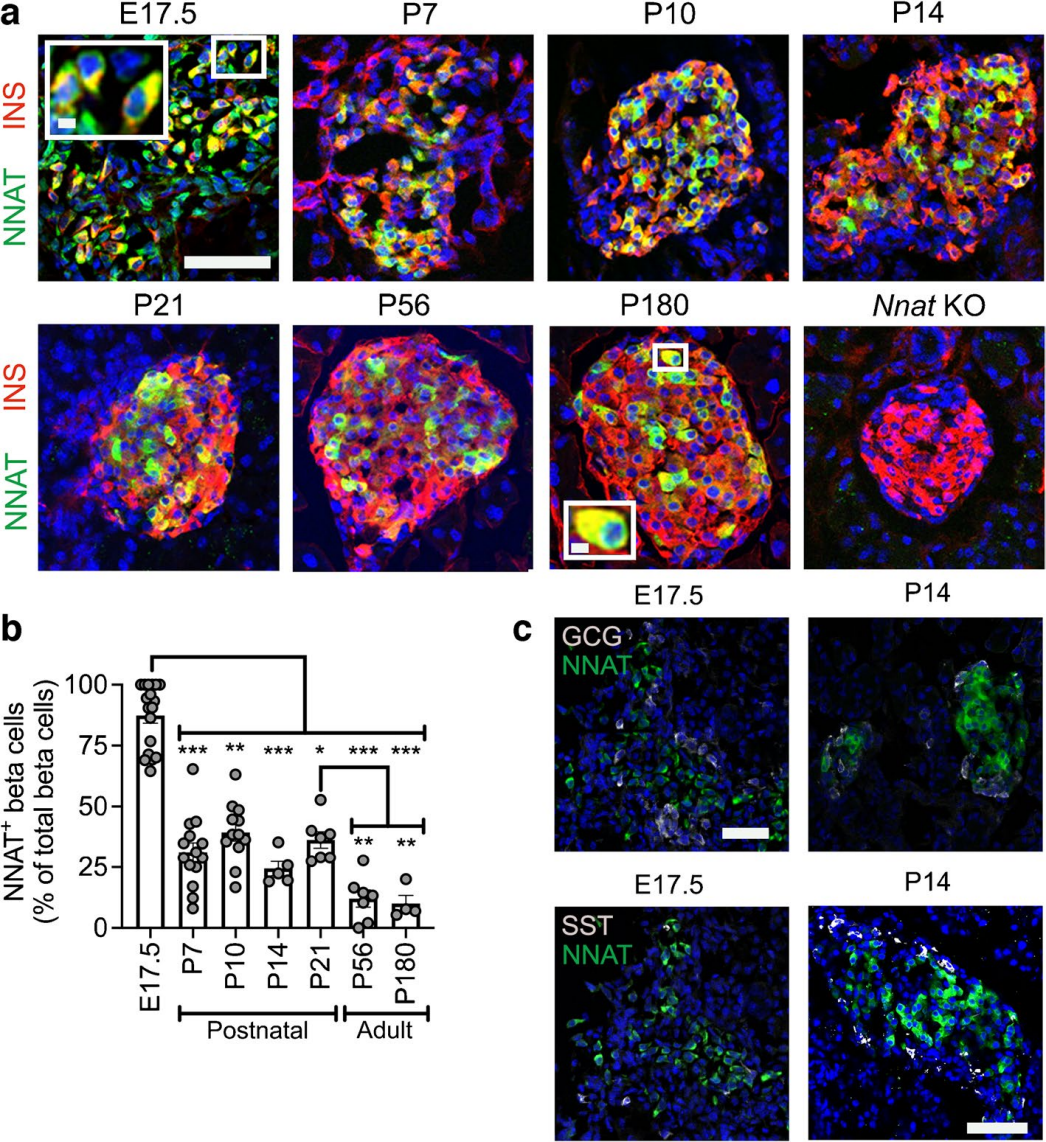
A subpopulation of NNAT^+^ beta cells develops during the early postnatal period in mice. (**a**) Representative confocal microscopy of pancreatic cryosections from wild-type mice on a C57BL/6J background of developmental stages from E17.5 through the postnatal period into adulthood. Sections were immunostained with antibodies against endogenous NNAT (green) and insulin (INS, red). Nuclei are visualised with DAPI and sections from P56 mice with constituent deletion of *Nnat* were used as an immunostaining control. Scale bar, 100 μm (inset, 10 μm). (**b**) Quantification of NNAT^+^ beta cells from images shown in (**a**), expressed as NNAT/INS co-positive cells as a percentage of total INS-positive cells (*n*=4–15 mice per timepoint, Kruskal–Wallis test with Dunn’s multiple comparisons). (**c**) Representative confocal microscopy of pancreatic cryosections as in (**a**) from E17.5 and P14 mice (*n*=18 and *n*=5 mice, respectively) immunostained with antibodies against endogenous NNAT (green) and GCG or SST (both grey). Scale bar, 100 μm. Representative images from three independent experiments and breeding pairs. *p<0.05, **p<0.01, ***p<0.001. GCG, glucagon; KO, knockout; SST, somatostatin

### NNAT immunoreactivity is detected in a subset of beta cells in human islets and NNAT deficiency in human beta cells blunts GSIS

While the role of NNAT has previously been examined in mouse beta cells [35], no data currently exist for human beta cells. We therefore next compared the functionality of human NNAT^+^ and NNAT^−^ beta cells. Transient silencing of *NNAT* in human EndoC-βH1 beta cells completely abrogated glucose-stimulated insulin release (Fig. 4a–c). As in mouse beta cells [35], NNAT interacted in cellulo with subunits of the SPC, SEC11A, SPCS1, SPCS2 and SPCS3 (ESM Fig. 8a), likely via SPCS1 (ESM Fig. 8b).

**Fig. 4:**
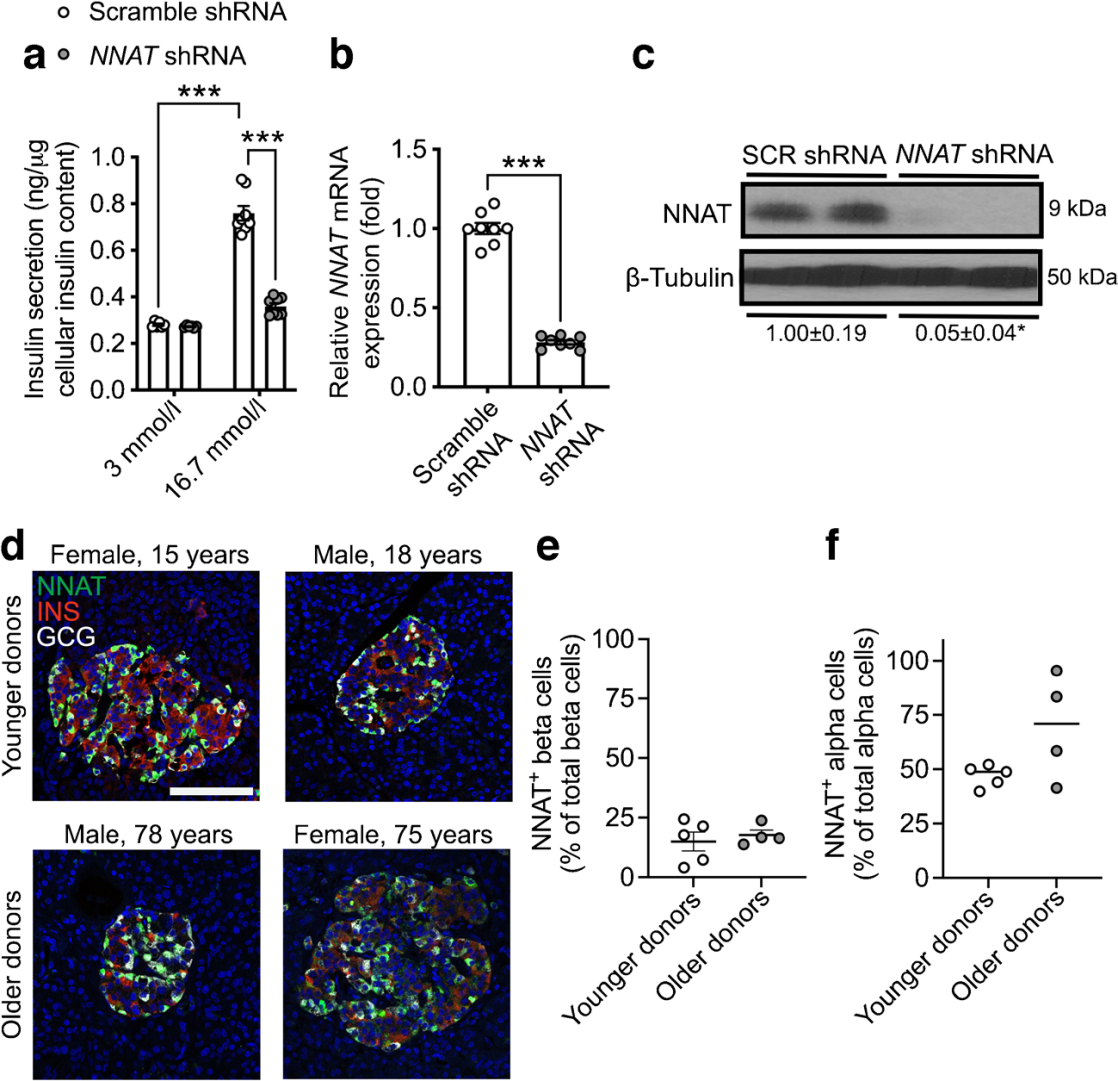
NNAT is expressed in a subset of human beta cells and NNAT deficiency in human beta cells reduces insulin secretion. (**a**) GSIS analysis at low (3 mmol/l) and high (16.7 mmol/l) glucose in human EndoC-βH1 beta cells following 72 h of lentiviral-mediated shRNA knockdown of NNAT with data expressed as insulin secreted into culture media as a percentage of total cellular insulin content (*n*=8 independent cultures per group, two-way ANOVA with Sidak’s multiple corrections test). (**b**, **c**) RT-PCR (*n*=8, unpaired Student’s *t* test) and western blot (*n*=4, Mann–Whitney *U* test) analysis of NNAT expression in EndoC-βH1 beta cells after transient *NNAT* silencing as in (**a**). (**c**) Western blotting analysis of NNAT protein levels shown via a representative blot of two independent experiments. β-Tubulin was used as a loading control. Mean values for band intensities in multiple experiments quantified by densitometry are shown below the panel, expressed relative to scramble (SCR) shRNA controls. (**d**) Representative confocal microscopy of human pancreatic cryosections from younger (15.6±0.9 years, *n*=5) and older (71.0±3.9 years, *n*=4) donors. Sections were immunostained with antibodies against endogenous NNAT (green), insulin (INS, red) and glucagon (GCG, grey). Donor sex and age are indicated in the text. Nuclei are visualised with DAPI. Scale bar, 100 μm. (**e**, **f**) Quantification of NNAT^+^ beta (**e**) and alpha (**f**) cells from images shown in (**d**), expressed as NNAT/INS or NNAT/GCG co-positive cells as a percentage of total INS-positive or GCG-positive cells. *p<0.05, ***p<0.001

Heterogeneous expression of NNAT in human islet cells was also observed in whole pancreatic sections from multiple donors. Thus, NNAT was expressed in a subset of beta cells in both younger (15.6±0.9 years, 15.0±4.0%, *n*=5) and older (71.0±3.9 years, 17.7±2.1%, *n*= 4) donors (Fig. 4d,e, ESM Fig. 9a, ESM Table 4, ESM Human Islet Checklist). Interestingly, NNAT was also expressed in a large fraction of human alpha cells (but not in delta cells, Fig. 4d,f, ESM Fig. 9b) in both younger (47.0±2.2%) and older donors (69.6±12.2%).

### Heterogeneous NNAT expression in beta cells during postnatal development is associated with altered CpG methylation

To extend the findings above using an orthogonal approach, and to facilitate subsequent functional studies, we utilised a Bacterial Artificial Chromosome (BAC) reporter mouse line expressing eGFP under the control of the *Nnat* promoter and upstream enhancers (ESM Results, ESM Fig. 10a–e). Aligning with studies of the endogenous gene (Figs 1, 2, 3 and 4), adult reporter mice expressed eGFP in a subpopulation (~15% of total) of beta cells (Fig. 5a).

**Fig. 5:**
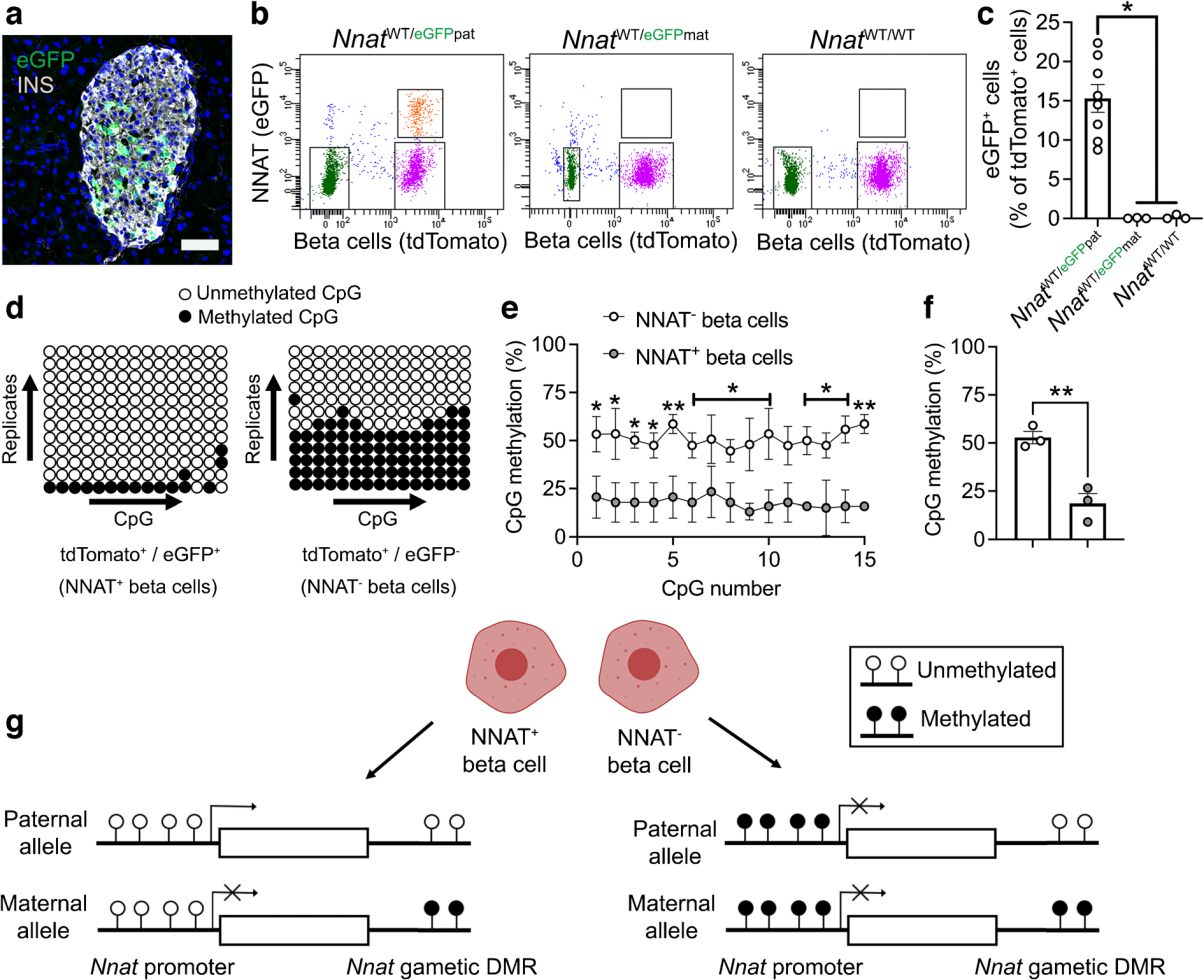
Beta cell heterogeneity of NNAT expression is associated with changes in CpG methylation at the *Nnat* promoter. (**a**) Representative confocal microscopy of pancreatic cryosections from P56 mice with *Nnat*-driven eGFP expression from the paternal allele (*Nnat*^WT/eGFPpat^) (*n*=7 mice). Sections were immunostained with antibodies against eGFP (green) and insulin (INS, grey). Nuclei are visualised with DAPI. Scale bar, 50 μm. (**b**) FACS separation of dispersed primary islet cells from reporter mice with insulin-driven expression of tdTomato (to label beta cells) and *Nnat*-driven eGFP expression from the paternal (*Nnat*^WT/eGFPpat^) or maternal *(Nnat*^WT/eGFPmat^) allele or wild-type (*Nnat*^WT/WT^) at this locus (representative FACS plot of the dispersed islet preparation from a single mouse shown) (*n*=8, 3 and 3 mice per genotype, respectively, Kruskal–Wallis test with Dunn’s multiple comparisons). (**c**) Quantification of data in (**b**) expressed as percentage of eGFP/tdTomato co-positive primary islet cells. (**d**) Representative bisulphite analysis of CpG methylation at the *Nnat* promoter in FACS-purified islet cell populations from (**b**) (*n*=3 *Nnat*^WT/eGFPpat^ mice with paternally expressed *Nnat*-driven eGFP, *n*≥12 clones each). Closed circles, methylated CpG; open circles, unmethylated CpG. (**e**, **f**) Quantification of data in (**d**) expressed as percentage CpG methylation across the *Nnat* promoter at individual CpGs (**e**) and across the entire *Nnat* promoter (**f**) (both paired Student’s *t* test). (**g**) Schematic summarising level of CpG methylation at the *Nnat* promoter and gametic DMR in NNAT^+^ vs NNAT^−^ beta cells (created with BioRender.com). Representative image in (**a**) and bisulphite analyses in (**d**) used experimental mice from three independent experiments and breeding pairs. *p<0.05, **p<0.01

To isolate and purify beta cells based on NNAT levels, we crossed *Nnat*-eGFP reporter mice to animals expressing *Cre* recombinase under the RIP [43] and to transgenic mice expressing a tdTomato reporter downstream of a *lox*P-flanked stop codon [44]. Dispersion of primary adult islets into single cells, and subsequent FACS analysis, verified the presence of NNAT^+^ and NNAT^−^ beta cells, with the NNAT^+^ fraction composing 15.3±1.8% (*n*=8 mice) of the total beta cell compartment (Fig. 5b,c, ESM Figs 11a,b, 12a–f). Collection of FACS-purified NNAT^+^ and NNAT^−^ beta cells and subsequent bisulphite sequencing analysis revealed that CpG methylation at the gametic DMR (known to control monoallelic *Nnat* expression; Introduction) was unchanged (ESM Fig. 11c–e). Nevertheless, CpG methylation at the *Nnat* promoter was significantly altered across this genomic region, with minimal CpG methylation observed in NNAT^+^ beta cells (Fig. 5d–f).

Recent whole-genome methylation analysis in mouse germ cells has revealed that the *Nnat* promoter region is unmethylated in sperm, and this was confirmed by targeted bisulphite sequencing analysis (ESM Fig. 11f–h), whereas it is fully methylated in oocytes [47]. Thus, the ‘classical’ imprinting of *Nnat* is unaltered between beta cell subtypes with near binary (‘on/off’) expression of NNAT. However, and overlaying this control, a second DMR at the *Nnat* promoter within the non-imprinted allele dictates beta cell subtype specificity of expression (Fig. 5g).

### The de novo DNA methyltransferase DNMT3A establishes NNAT beta cell subtype specificity

To ask whether this apparent transition in *Nnat* expression in the early postnatal period is driven by de novo CpG methylation, we assessed endogenous NNAT beta cell immunoreactivity in postnatal mice conditionally deleted for the methyltransferase DNA methyltransferase 3 alpha (DNMT3A) at the pancreatic progenitor stage (using *Pdx1*-*Cre*) [6]. NNAT staining in control mice at P6 demonstrated expression in a subpopulation of beta cells, whereas deletion of DNMT3A resulted in a loss of this heterogenous expression across the islet (Fig. 6a,b, ESM Fig. 13a). These findings demonstrate that de novo methylation is likely to drive NNAT restriction across the beta cell complement in the first few days of postnatal life.

**Fig. 6:**
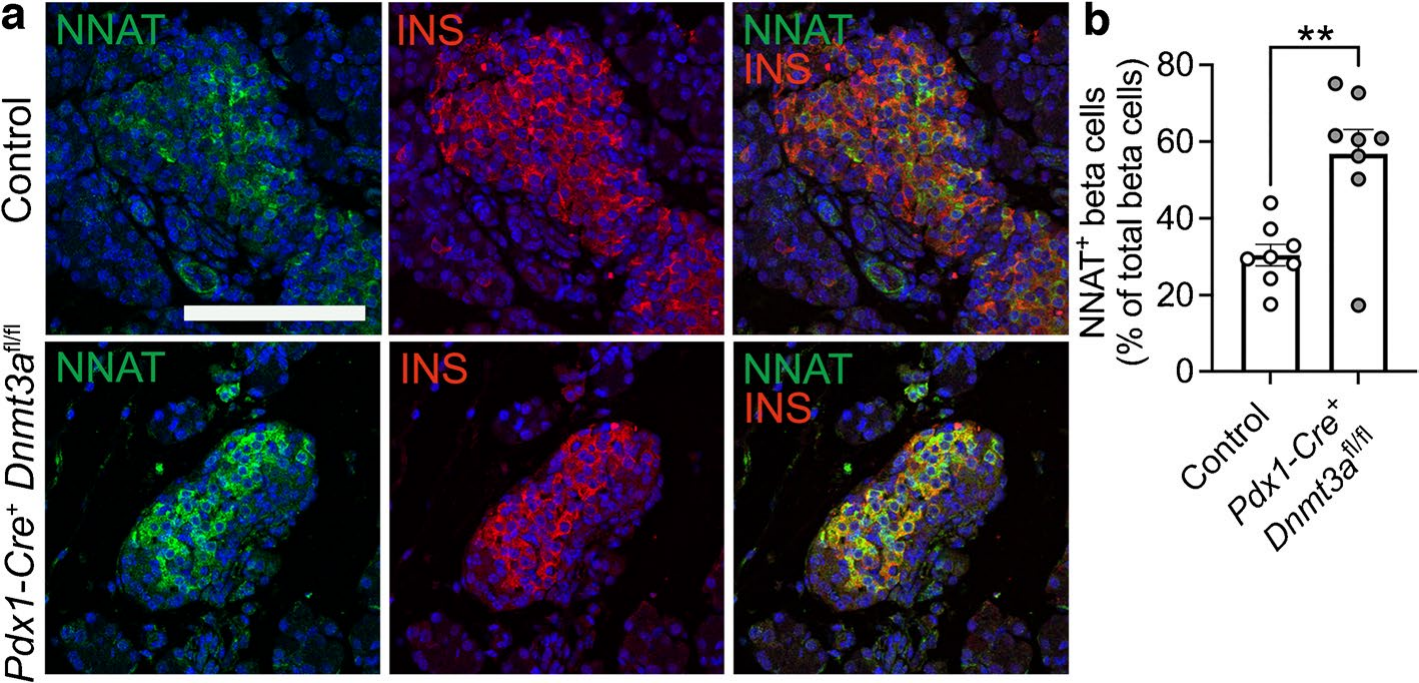
Postnatal restriction of NNAT in a subset of beta cells is at least partially driven by the de novo methyltransferase DNMT3A. (**a**) Representative confocal microscopy of pancreatic cryosections from mice with conditional deletion of DNMT3A under the control of the *Pdx1* promoter (*Pdx1*-*Cre*^*+*^* Dnmt3a*^fl/fl^) vs control (*Pdx1*-*Cre*^*−*^* Dnmt3a*^fl/fl^) mice at P6. Sections were immunostained with antibodies against endogenous NNAT (green) and insulin (INS, red). (**b**) Quantification of NNAT^+^ beta cells from images shown in (**a**), expressed as NNAT/INS co-positive cells as a percentage of total INS-positive cells. Scale bar, 50 μm (*n*=8 mice per genotype, unpaired Student’s *t* test, **p<0.01). Nuclei are visualised with DAPI

### NNAT^+^ and NNAT^−^ beta cells have distinct transcriptional signatures

In contrast to the embryonic populations described above, RNA-seq revealed that FACS-sorted adult (8 weeks) NNAT^+^ and NNAT^−^ beta cells displayed high transcriptional overlap and were similar to each other when compared with non-beta endocrine cells (Fig. 7a). 

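The adult RNA-seq comprised 11 libraries of cells sorted by FACS from the islets of 4 mice. There were 4 libraries labelled NNAT-positive beta cells, 4 labelled NNAT-negative beta cells and 3 labelled non-beta cells. Beta cells carried tdTomato switched on by Cre under the rat insulin promoter, and eGFP under the *Nnat* promoter separated the NNAT+ from the NNAT- fraction. Mice 1, 2 and 3 each gave the 3 fractions, and mouse 4 gave the beta cell fractions only. The mice were 8 weeks old by the paper's Results and 10 weeks old by the sample labels. The authors aligned poly(A)-selected paired reads of 75 bp to mm10 with STAR, counted them on gencode genes and deposited whole-number counts per gene without normalisation. Total counts per library ranged from 37438669 to 43238376 (median 40032593) in the libraries labelled NNAT-positive. They ranged from 30420352 to 38532215 (median 35117907) in those labelled NNAT-negative and from 35993622 to 40834007 (median 37569104) in non-beta cells. A floor of 3 counts corresponded to between 0.0694 and 0.0986 CPM, which covers counting error only. Of the 55401 genes counted, the 17424 that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalisation, with all 11 libraries in the fit and the mouse as a block. With the paper's thresholds, genes were called at a Benjamini-Hochberg adjusted *p* below 0.01 and a more than 2-fold change, and single named genes at the adjusted *p* alone. Over the tested genes, the deviations of the beta cell libraries from their group means correlated by 0.314 on average between the fractions of one mouse (4 pairs, from 0.182 to 0.658). The correlation was −0.103 between fractions of different mice (12 pairs). Deviations from a fraction's own mean cancel out within it, so this value follows largely from that within mice and is no separate evidence of pairing. The paper's text does not name a mouse block, so fits without the block are given beside those with it.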

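*Nnat* (ENSMUSG00000067786.16) lies on chromosome 2 of GRCm38 from 157560078 to 157562522 on the plus strand. It overlaps *Blcap* on the opposite strand with 0 shared exonic bases, and the miRNA gene *Gm23134*, also opposite, with 87. The paper's text does not state whether the counting used the strand, so reads in these bases could count for either gene or for neither. In mice 1 to 4, *Nnat* had 50.5, 46.4, 46.0 and 101 CPM in the libraries labelled NNAT-positive. It had 74.8, 80.8, 66.5 and 153 CPM in the libraries labelled NNAT-negative, and 12.9, 29.9 and 17.4 CPM in the non-beta cells of mice 1 to 3. The means were 61.0 ± 26.8 CPM (SD, *n*=4), 93.8 ± 40.1 CPM (SD, *n*=4) and 20.1 ± 8.79 CPM (SD, *n*=3). *Nnat* was thus lower in the library labelled NNAT-positive in 4 of 4 mice, with a log2 fold change of −0.62 (SE 0.17) against the libraries labelled NNAT-negative. Its unadjusted *p* in edgeR's quasi-likelihood test was 0.00484 and its adjusted *p* over all tested genes was 0.444. In the fit without the block, the SE of *Nnat* was 0.35 and the adjusted *p* of the same test was 1. With DESeq2 and the same design, the log2 fold change of *Nnat* was −0.65 (adjusted *p*=0.00798), and with only the beta cell libraries in edgeR's fit it was −0.66 (SE 0.08, adjusted *p*=0.0109). Against non-beta cells, the log2 fold change of *Nnat* was 1.31 for the libraries labelled NNAT-positive (adjusted *p*=0.000379) and 1.93 for those labelled NNAT-negative (adjusted *p*=2.8e-05, both edgeR's quasi-likelihood test). In ESM Table 5, the 4 columns headed NNAT+ hold the normalised counts of the 4 libraries labelled NNAT-negative, up to one factor per library. The 4 columns headed NNAT- hold those of the libraries labelled NNAT-positive, and the 3 non-beta columns match the labels. The fractions are named by their labels in what follows, so each direction is the opposite of that in ESM Table 5.

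**Figure D1:**
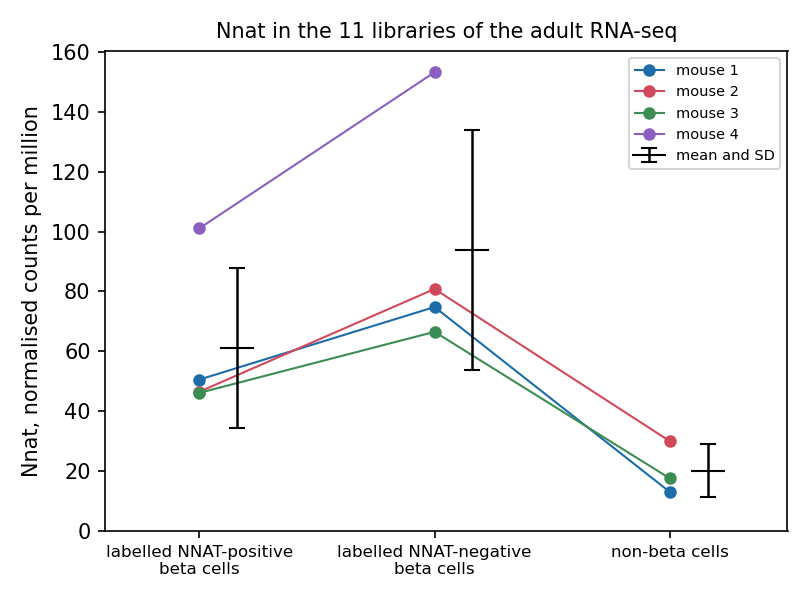
*Nnat* in normalised CPM (vertical axis) in each library, by the label of the fraction (horizontal axis). Points joined by a line come from one mouse, and black bars give the mean and SD of each fraction. In each of the 4 mice the point of the library labelled NNAT-negative lies above that of the library labelled NNAT-positive.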

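Libraries were compared by Pearson's correlation of log2 CPM (prior count 2) across the tested genes, which are not independent replicates. Pairs of 1 library labelled NNAT-positive and 1 labelled NNAT-negative had a mean *r* of 0.958 (SD 0.0124, 16 pairs). Pairs within the fraction labelled NNAT-positive had a mean *r* of 0.961 (SD 0.00853, 6 pairs) and pairs within that labelled NNAT-negative 0.951 (SD 0.00939, 6 pairs), so the mean between the fractions lay between the means within them. The fractions of one mouse had a mean *r* of 0.969 (4 pairs) and those of different mice 0.955 (12 pairs). Beta cell libraries correlated with non-beta libraries by 0.73 (SD 0.0321, 24 pairs), below the lowest value of any pair of beta cell libraries labelled differently, which was 0.939. Over the 500 most variable genes alone, the alternative that moved the value between the beta cell fractions most, the mean *r* was 0.629 between the beta cell fractions and 0.607 between beta and non-beta cells. Pairs share libraries, so no *p* value is given.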

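*Ins1* and *Ins2* together took between 17.8 and 34.4% of the counts of a beta cell library and between 0.97 and 2.34% of those of a non-beta library. Between the libraries labelled NNAT-positive and NNAT-negative, the log2 fold changes of *Ins1*, *Ins2*, *Mafa*, *Slc2a2* and *Nkx6-1* lay between −0.21 and 0.05, with SEs from 0.15 to 0.24. Their adjusted *p* values in edgeR's quasi-likelihood test ranged from 0.931 to 1, so none of these genes was called with 4 mice. *Mafa* was lower in the library labelled NNAT-positive in 4 of 4 mice. *Ins1*, *Ins2*, *Slc2a2* and *Nkx6-1* were higher there in 2 of 4 mice. With only the beta cell libraries in the fit, *Mafa* changed by −0.245 (SE 0.065, adjusted *p*=0.392 from the same test). When the block was dropped, the log2 fold changes lay between −0.21 (*Ins1*) and 0.03 (*Slc2a2*), with an adjusted *p* of 1 for each of the 5 genes by the same test. *Mafa* had 839 ± 140 CPM (SD, *n*=4) in the libraries labelled NNAT-positive and 968 ± 173 CPM (SD, *n*=4) in those labelled NNAT-negative. *Slc2a2* had 1701 ± 218 and 1664 ± 323 CPM, and *Nkx6-1* 726 ± 97.8 and 748 ± 144 CPM (SD, *n*=4 each, in the same order). The differences of *Slc2a2* and *Nkx6-1* changed sign when mouse 2 was left out, to −0.04 and 0.01. In the same fit, *Ins1* moved from −0.19 to −0.019 and *Ins2* from −0.17 to −0.00074. *Ins1* and *Ins2* are paralogs, and the paper's text does not state how reads that match both were counted.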

Major beta cell identity markers such as *Ins1*, *Ins2*, *Mafa*, *Slc2a2* (*Glut2*) and *Nkx6.1* were not differentially expressed (ESM Table 5).

**Fig. 7:**
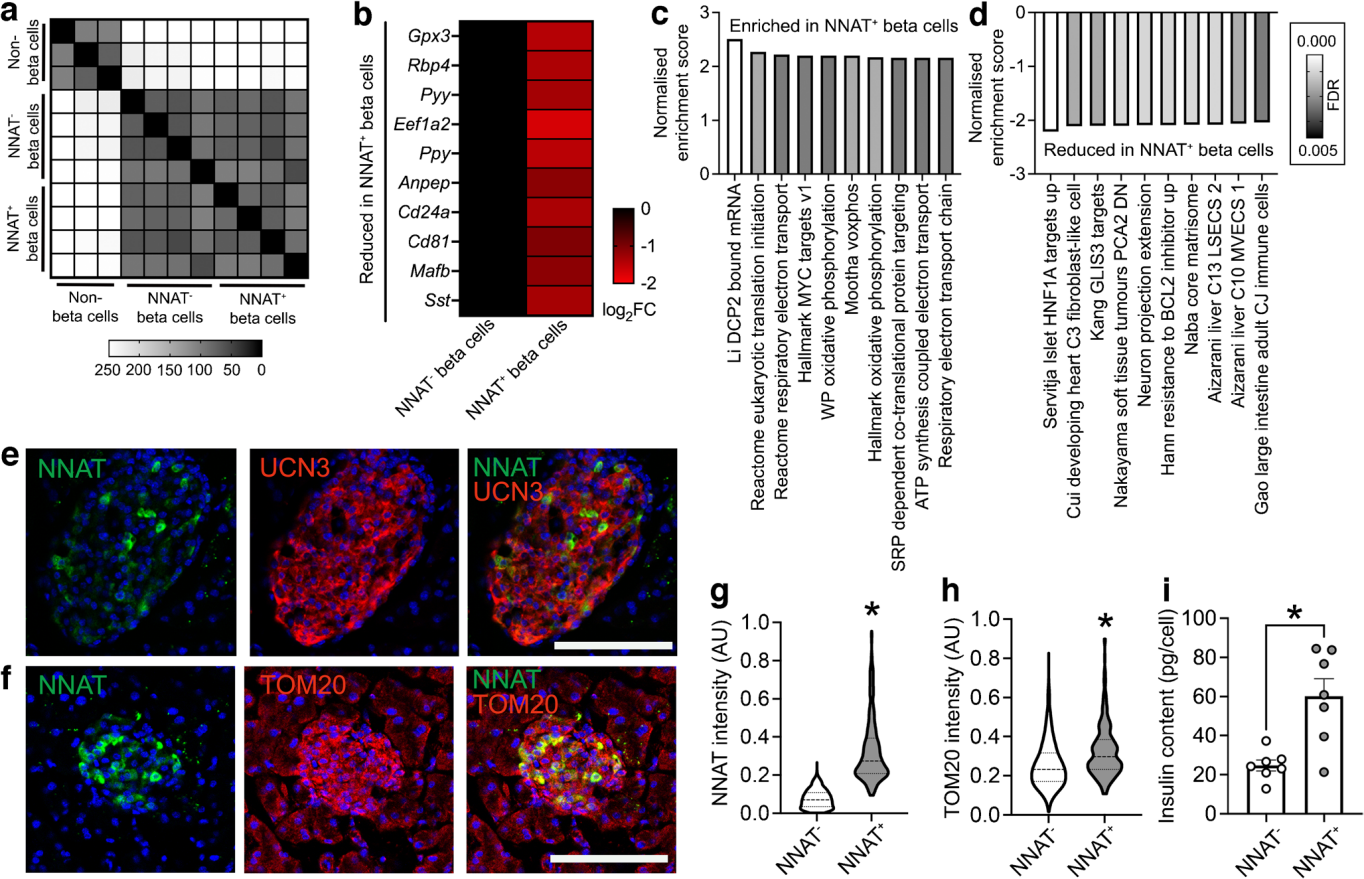
NNAT^+^ adult beta cells are transcriptionally distinct and have significantly higher insulin content. (**a**) Correlation matrix of differentially expressed genes between NNAT^+^ and NNAT^−^ beta cells as assessed by RNA-seq analysis (*n*=4 FACS-purified populations from individual mouse islet preparations). Scale bar (0–255) gives an integer provided to the R function where the darker colour corresponds to higher sample correlation. (**b**) Heatmap of the top ten most differentially expressed genes reduced in NNAT^+^ beta cells compared with NNAT^−^ beta cells. (**c**, **d**) GSEA showing categories significantly enriched (**c**) and reduced (**d**) in NNAT^+^ (vs NNAT^−^) beta cells. (**e**, **f**) Representative confocal microscopy of pancreatic cryosections from P56 (8-week-old) wild-type mice on a C57BL/6J background immunostained with antibodies against endogenous NNAT (green) and UCN3 (red, **e**) or TOM20 (red, **f**). Scale bar, 100 μm. Nuclei are visualised with DAPI. Representative images from three independent experiments and breeding pairs (**g**, **h**). Quantification of NNAT (**g**) and TOM20 (**h**) staining in NNAT^−^ and NNAT^+^ beta cells (INS^+^) from images shown in (**f**), expressed as mean intensity of the NNAT or TOM20 channel (*p<0.05, paired Student’s *t* test, 1329 NNAT^−^ and 295 NNAT^+^ beta cells from 15 islets, *n*=3 mice). (**i**) Insulin content assessed in NNAT^+^ and NNAT^−^ beta cells (*p<0.05, *n*=7 FACS-purified populations from individual mouse islet preparations, Wilcoxon matched-pairs signed rank test). AU, arbitrary units; FC, fold change

Nevertheless, we identified 241 (1.8%) and 79 (0.6%) genes that were significantly down- and upregulated in NNAT^+^ vs NNAT^−^ beta cells, respectively (>2-fold, false discovery rate [FDR]<0.01). 

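By the labels, 8 of the 17424 genes tested were higher and 0 were lower in the libraries labelled NNAT-positive than in those labelled NNAT-negative. At an unadjusted *p* below 0.05 in edgeR's quasi-likelihood test, 839 genes were higher and 130 lower. This imbalance depended on the scaling and on the libraries fitted, with 695 and 230 genes with RLE size factors and 589 and 427 with only the beta cell libraries. The 8 genes were *Gpx3*, *Rbp4*, *Eef1a2*, *Anpep*, *Pyy*, *Cd24a*, *Cd81* and *Ppy*, each higher in 4 of 4 mice, and each lower in the NNAT+ columns of ESM Table 5. Without the mouse block, 1 gene (*Rbp4*) was higher and 0 were lower, with 591 and 97 genes at an unadjusted *p* below 0.05. DESeq2 gave 80 genes higher and 6 lower with the same design and filter, and 194 higher and 76 lower with no filter. With no filter and an adjusted *p* below 0.05, the largest move with the labels kept, it gave 241 higher and 79 lower. Against non-beta cells, 3765 genes differed in the libraries labelled NNAT-positive and 4056 in those labelled NNAT-negative, and 3806 and 4130 without the mouse block. The paper describes a high transcriptional overlap of the beta cell fractions, and the title of Fig. 7 calls adult NNAT+ beta cells transcriptionally distinct.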

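*Pyy*, *Ppy*, *Sst*, *Gpx3*, *Rbp4*, *Cd81* and *Cd24a*, with *Eef1a2* and *Anpep* of Fig. 7b, were all higher in the libraries labelled NNAT-positive, which ESM Table 5 lists as NNAT-. *Gpx3* had 176 ± 35.3 CPM (SD, *n*=4) there against 63.7 ± 18.2 CPM (SD, *n*=4) in the libraries labelled NNAT-negative, a log2 fold change of 1.49 (SE 0.09, adjusted *p*=0.000363 from edgeR's quasi-likelihood test). *Rbp4* had 72.0 ± 4.51 against 27.0 ± 0.951 CPM, a log2 fold change of 1.41 (SE 0.11, adjusted *p*=0.000673 from the same test of edgeR). *Eef1a2*, with 7.47 against 2.23 CPM, had the largest log2 fold change of these 9 genes, 1.75 (SE 0.13), and *Anpep* one of 1.14 (SE 0.10). *Pyy* and *Ppy*, neighbouring paralogs on chromosome 11 of GRCm38 (from 102106676 to 102107832 and from 102099930 to 102101319), had log2 fold changes of 1.35 (SE 0.14) and 1.53 (SE 0.17). *Cd24a* changed by 1.39 (SE 0.15) and *Cd81* by 1.06 (SE 0.11) on the log2 scale. *Cd81* shares 104 exonic bases with *R74862* on the opposite strand. *Sst* (log2 fold change 1.37, adjusted *p*=0.0105) did not pass 0.01 in edgeR's quasi-likelihood test. All 9 genes were higher in the library labelled NNAT-positive in 4 of 4 mice. Of the 30 genes followed among those named by the paper for this experiment, 8 passed 0.01 when *p* was adjusted over all tested genes and 9, with *Sst*, when it was adjusted over the list. The list holds the paper's own calls on these libraries, so the second number shows no stability. Without the mouse block, the log2 fold changes were between 1.04 (*Cd81*) and 1.74 (*Eef1a2*), and the adjusted *p* of edgeR's quasi-likelihood test was 0.00464 for *Rbp4*, 0.0313 for *Cd24a*, 0.0713 for *Gpx3* and 0.22 for *Ppy*. With each mouse left out in turn, *Pyy*, *Ppy*, *Cd81* and *Cd24a* lost their calls in 4 of 4 fits, *Anpep* in 3, and *Gpx3*, *Rbp4* and *Eef1a2* in 1, while no gene of the 9 changed sign. In non-beta cells *Gpx3* had 2035, *Rbp4* 563, *Sst* 10456, *Pyy* 1936, *Ppy* 1059, *Cd81* 261, *Cd24a* 225 and *Eef1a2* 167 CPM, each more than in either beta cell fraction. *Anpep*, with 106 CPM in non-beta cells, 173 in the libraries labelled NNAT-positive and 79.9 in those labelled NNAT-negative, was the exception.

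**Figure D2:**
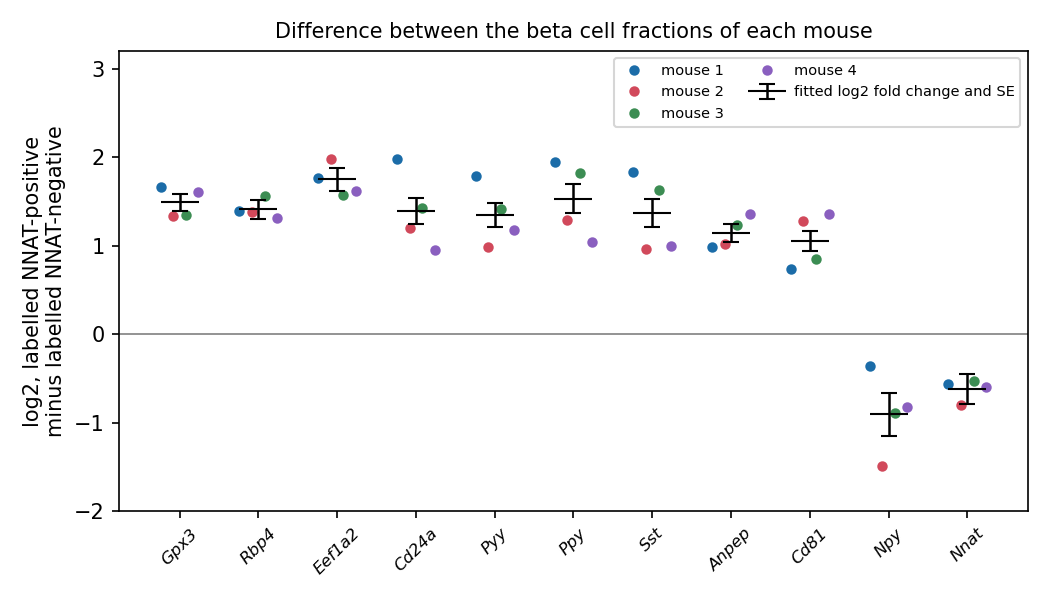
Differences in log2 CPM between the library labelled NNAT-positive and the library labelled NNAT-negative of each mouse (vertical axis), for 11 genes (horizontal axis). Coloured points are the 4 mice, and black bars are the fitted log2 fold change and its SE. The first 9 genes lie above 0 in each mouse, and *Npy* and *Nnat* below 0.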

Differentially expressed genes included several markers of non-beta cell islet lineages (*Pyy*, *Ppy*, *Mafb*, *Sst*) that were lower in the NNAT^+^ beta cell fraction, genes linked with beta cell heterogeneity and plasticity (*Gpx3*, *Rbp4*), the beta cell immaturity marker *Cd81* [20] and the *Cd24a* antigen [21] (Fig. 7b). 

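*Npy* had 6.14 ± 1.12 CPM (SD, *n*=4) in the libraries labelled NNAT-positive, 12.2 ± 5.38 CPM (SD, *n*=4) in those labelled NNAT-negative, which ESM Table 5 lists as NNAT+, and 1.41 ± 0.475 CPM (SD, *n*=3) in non-beta cells. It was lower in the library labelled NNAT-positive in 4 of 4 mice, with a log2 fold change of −0.90 (SE 0.24). The adjusted *p* of *Npy* was 0.407 in edgeR's quasi-likelihood test over all genes (0.00409 unadjusted). Without the mouse block, the log2 fold change of *Npy* was −0.99 (SE 0.33) and the adjusted *p* of the same test was 0.985. With DESeq2 and the same design, the log2 fold change of *Npy* was −0.94 (adjusted *p*=0.015).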

Interestingly, *Npy* was enriched in NNAT^+^ beta cells (ESM Table 5), consistent with our observations at late embryogenesis (E17.5, Fig. 2d). We did not observe any clear differences between NNAT^+^ and NNAT^−^ beta cells in the expression of other imprinted genes known to be functional in the beta cell (*Plagl1*/*ZAC*, *Dlk1*, *Rasgrf1*, *Cdkn1c*, *Grb10* and *Gtl2*/*MEG3*), nor changes in ‘disallowed’ genes whose expression is known to be restricted in mature functional beta cells (*Hk1*, *Mct1* [*Slc16a1*] and *Ldha*) [48] (ESM Table 5). 

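The 6 imprinted genes had log2 fold changes between −0.22 (*Plagl1*) and 0.27 (*Meg3*) in the libraries labelled NNAT-positive against those labelled NNAT-negative. Their adjusted *p* values were between 0.941 and 1 in edgeR's quasi-likelihood test. *Grb10* was measured most precisely, at 0.08 (SE 0.08), and *Dlk1* least, at 0.19 (SE 0.78) with 0.81 CPM in the libraries labelled NNAT-positive. *Grb10* and *Meg3* were higher in the library labelled NNAT-positive in 4 of 4 mice, by 0.06 to 0.12 and by 0.02 to 0.64 on the log2 scale. *Dlk1* and *Cdkn1c* were higher there in 3 mice, and *Plagl1* and *Rasgrf1* in 1. Without mouse 4, the log2 fold change of *Grb10* was 0.03. *Meg3* had 1209 and 1054 CPM in the beta cell libraries of mouse 4 and between 18.6 and 40.5 CPM in those of the other mice, so its SD (589 CPM, *n*=4, in the libraries labelled NNAT-positive) reflects 1 mouse. *Meg3* shares 1228 exonic bases with *Gm26906* and *Cdkn1c* 625 with *Gm44732*, both on the opposite strand. The signs of *Dlk1* and *Cdkn1c* changed when single mice were left out. With no mouse block, the 6 genes lay between −0.22 (*Plagl1*) and 0.20 (*Meg3*), each with an adjusted *p* of 1 in the same test. The disallowed genes had low values in beta cells. *Hk1* had 1.27 ± 0.73 CPM (SD, *n*=4) in the libraries labelled NNAT-positive, 0.358 ± 0.27 CPM (SD, *n*=4) in those labelled NNAT-negative and 66.8 ± 9.95 CPM (SD, *n*=3) in non-beta cells. *Ldha* had 0.472, 0.181 and 65.7 CPM and *Slc16a1* 0.187, 0.104 and 18.1 CPM in the same order, and *Slc16a1* had 0 counts in 3 of the beta cell libraries. The log2 fold changes of *Hk1*, *Ldha* and *Slc16a1* between the beta cell fractions were 1.73 (SE 0.53), 1.43 (SE 0.57) and 0.65 (SE 1.11), with adjusted *p* values of 0.565, 0.834 and 0.977 in edgeR's quasi-likelihood test. *Hk1* (unadjusted *p*=0.0084) and *Ldha* were higher in the library labelled NNAT-positive in 4 of 4 mice, with differences from 0.28 to 3.29 and from 0.05 to 3.67 on the log2 scale. With no block they were 1.80, 1.38 and 0.76, with adjusted *p* values of 0.669, 1 and 1. *Hk1* shares 157 exonic bases with *Hk1os* on the opposite strand.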

Likewise, no differences were apparent in the levels of transcripts encoding proteins previously demonstrated by others to mark specific beta cell subpopulations, such as *Flattop*/*Cfap126* [16], *CD9* and *ST8SIA1* [10], *Cd63* [23], ‘virgin’ beta cells (via *Ucn3*) [24] or those differentially expressed in beta cells implicated in the control of Ca^2+^ dynamics (‘hubs’ [14], and ‘leaders’ [15, 26]).

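The 5 subpopulation markers had log2 fold changes between −0.17 (*St8sia1*) and 0.27 (*Cd9*) in the libraries labelled NNAT-positive against those labelled NNAT-negative, with adjusted *p* values from 0.918 to 1 in edgeR's quasi-likelihood test. *Ucn3* had 636 ± 121 CPM in the former and 660 ± 124 CPM in the latter (SD, *n*=4 each), a log2 fold change of −0.06 (SE 0.15). *Cd63* had 484 ± 111 and 522 ± 140 CPM in the same order (SD, *n*=4 each), a log2 fold change of −0.10 (SE 0.11). *Cfap126*, at 0.05 (SE 0.24), and *Cd9*, with 1.17 and 1.01 CPM, changed sign when mouse 2 was left out, and *Cfap126* also without mouse 4. *St8sia1* shares 149 exonic bases with *Gm7457*, and *Cd9* 218 with *Gm26728*, both on the opposite strand. When the block was left out, the log2 fold changes of the 5 genes lay between −0.16 (*St8sia1*) and 0.19 (*Cd9*), each with an adjusted *p* of 1 in the same test. The gene lists of hub and leader cells were not analysed here.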

GSEA did, however, reveal enrichment of pathways in NNAT^+^ beta cells including translation initiation, the electron transport chain (ETC), oxidative phosphorylation and signal recognition particle (SRP)-dependent co-translational protein targeting (Fig. 7c). 

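The pathways were followed with 6 gene sets selected by gene symbol, since the collections used for the paper's GSEA were not used here. The change of a set is its median log2 fold change in the libraries labelled NNAT-positive against those labelled NNAT-negative, relative to the median of all tested genes (0.05). It was tested with limma's camera, adjusted over the 6 sets. A negative change means lower than the other genes, not lower in itself, in the libraries labelled NNAT-positive, which ESM Table 5 lists as NNAT-. Nuclear-encoded oxidative phosphorylation subunits (84 genes) changed by −0.11 (adjusted *p*=0.00178 from camera), and were lower in the library labelled NNAT-positive in 3 of 4 mice. Cytosolic ribosomal proteins (80 genes) changed by −0.10 (adjusted *p*=0.00778 from camera), and were lower in 2 of 4 mice. Translation initiation factors (53 genes, among them kinases with the same symbol prefix) changed by −0.05 and the signal peptidase complex (5 genes) by −0.11, each with an adjusted *p* of 0.0418 from camera and lower in 3 of 4 mice. SRP and translocon genes (20 genes) changed by −0.03 and the 7 tested of the 13 mitochondrially encoded subunits by 0.09 (camera's direction was down), both with an adjusted *p* of 0.744 from camera. By mouse, the mitochondrially encoded subunits changed by 0.0218, 1.42, −0.661 and 0.00385 in mice 1 to 4, so their 0.09 covers large opposite changes in mice 2 and 3. Without the mouse block, the adjusted *p* from camera was 0.000638 for the nuclear-encoded subunits (change −0.10) and 0.00125 for ribosomal proteins (−0.09). It was 0.053 for initiation factors, 0.136 for the signal peptidase complex, 0.258 for SRP and translocon and 0.956 for the mitochondrially encoded subunits. Leaving out mouse 2 moved the changes most, to −0.0037 for ribosomal proteins (adjusted *p*=0.545 from camera) and −0.03 for nuclear-encoded subunits (adjusted *p*=0.536 from camera). The rotation test fry gave an adjusted *p* of 0.835 for each set. In mouse 2 the change of ribosomal proteins was −0.33 and that of nuclear-encoded subunits −0.24, against values between −0.08 and 0.06 in the other mice. Genes of these sets have many processed pseudogenes, to which the counting could assign reads.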

Pathways involving genes associated with hepatocyte nuclear factor 1 alpha (HNF1A) and GLI-similar family zinc finger 3 (GLIS3) targets were reduced in the NNAT^+^ beta cell fraction (Fig. 7d). NNAT^+^ beta cells displayed higher levels of the late maturation marker urocortin 3 (UCN3) (Fig. 7e, 0.357±0.009 in NNAT^+^ vs 0.264±0.004 arbitrary units in NNAT^−^, **p<0.01, 290 NNAT^+^/1876 NNAT^−^ beta cells from 13 islets/*n*=3 mice) and a small but significant increase in translocase of outer mitochondrial membrane 20 (TOM20) immunostaining, consistent with a higher mitochondrial volume or number (Fig. 7f–h). Furthermore, FACS-sorted primary NNAT^+^ beta cells had a significantly higher insulin content than NNAT^−^ cells (Fig. 7i).

### The NNAT^+^ beta cell population shows impaired glucose-stimulated Ca^2+^ dynamics and is de-enriched for highly connected ‘hub’ cells

To determine whether NNAT may influence beta cell connectivity and membership of the ‘hub’ cell subgroup [14], we studied glucose-induced Ca^2+^ dynamics in *Nnat*-deficient (*Nnat*^+/−p^) islets [35]. Ca^2+^ increases in response to high (11 mmol/l) glucose were significantly higher in *Nnat*^+/−p^ than control islets, and while the mean Pearson’s coefficient of correlation and proportion of highly connected ‘hub’ cells were not significantly different between *Nnat*-deficient and control islets (ESM Results, ESM Fig. 14a–d), wild-type ‘hub’ cells were significantly more connected than *Nnat*-deficient ‘hub’ cells (ESM Fig. 14e,f). Thus, NNAT is a marker of less well-connected cells.

We further explored this question using islets from *Nnat*-eGFP reporter mice, using the red-shifted calcium probe Cal-590 AM [49]. *Nnat*-GFP^+^ and *Nnat*-GFP^−^ cells responded similarly to challenge with high (11 mmol/l) glucose (Fig. 8a). Beta cell–beta cell connectivity (Fig. 8b) was not different between NNAT^+^ and NNAT^−^ populations and, considered across the whole population, the mean Pearson’s coefficient of correlation was 0.87±0.01 (Fig. 8c).

**Fig. 8:**
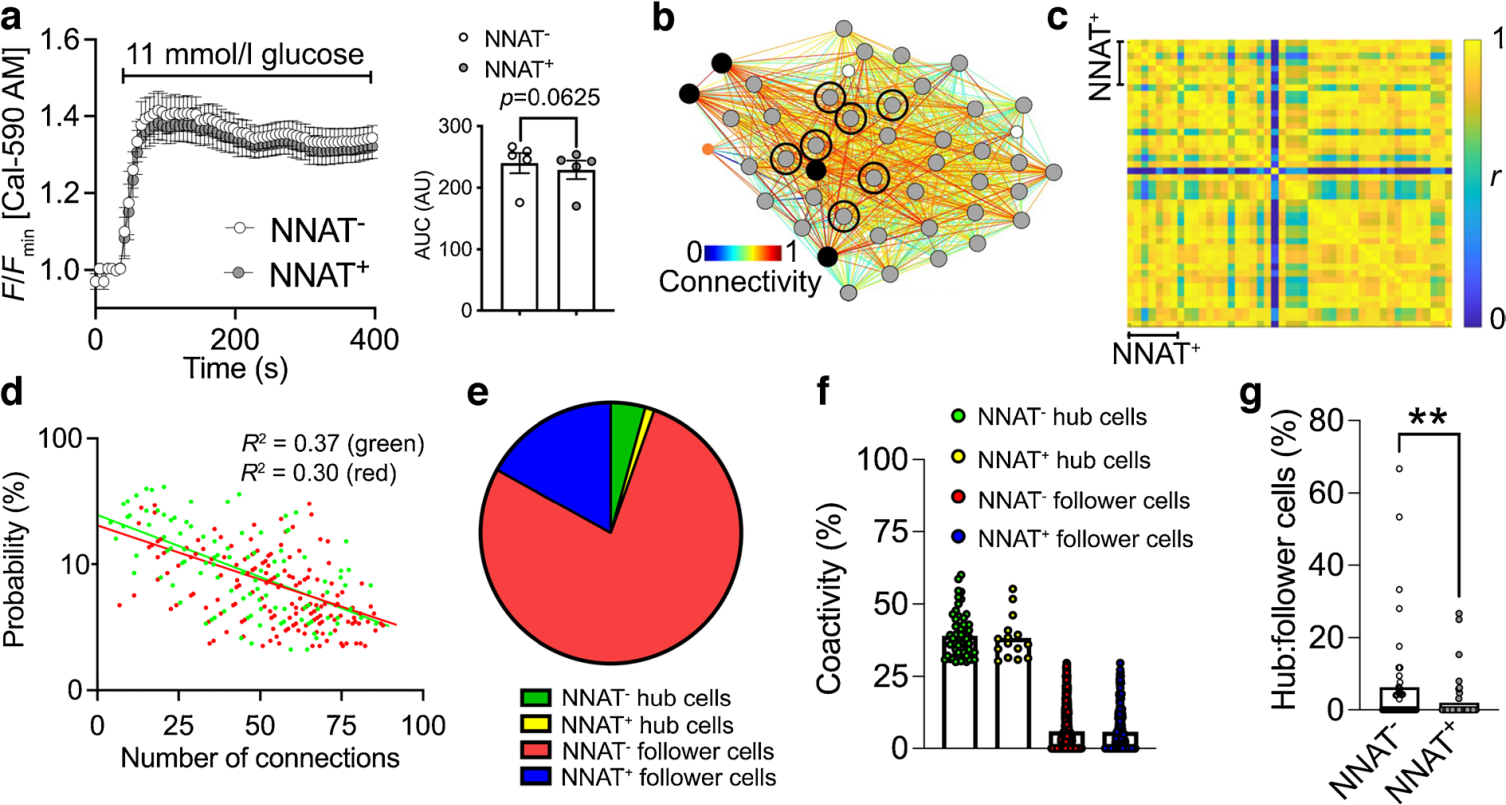
NNAT^+^ beta cells show altered glucose-induced Ca^2+^ dynamics and are de-enriched for highly connected ‘hub’ cells within individual islets. (**a**) Ca^2+^-bound Cal-590 AM fluorescence in response to high glucose (11 mmol/l) in NNAT^−^ and NNAT^+^ cells from primary islets from *Nnat*^WT/eGFPpat^ reporter mice expressed as normalised intensity over time (*F*/*F*_min_) (*n*=61 islets total from five mice per genotype; quantification of AUC on the right, *p*=0.063, Wilcoxon matched-pairs signed rank test). (**b**) Representative Cartesian map of beta cells with colour-coded lines connecting cells according to the strength of coactivation (colour-coded *R* values from 0 to 1, blue to red). Beta cells are represented by differently coloured nodes depending on their coactivity with the other beta cells, where black nodes indicate coactivity with ≥80% of the remaining beta cells, while grey, white and orange nodes represent coactivity with ≥60%, ≥40% and <40%, respectively. Nodes circled with a solid black line indicate NNAT^+^ cells. (**c**) Representative heatmaps depicting connectivity strength (*r*) of all cell pairs (colour-coded *r* values from 0 to 1, blue to yellow). (**d**) Log–log graphs of beta cell–beta cell connectivity distribution. NNAT^+^ cells are represented by green circles while NNAT^−^ cells are represented by red circles (45 islets total using primary islet preparations, each from an individual *Nnat*^WT/eGFPpat^ reporter mouse). (**e**) Categorisation of beta cells based on data from (**d**). (**f**) Percentage coactivity of beta cells between all cells in identified ‘hub’ and ‘follower’ cells. (**g**) The proportion of cells designated as ‘hub’ vs ‘follower’ cells in both the NNAT^−^ and NNAT^+^ populations assessed in each of 45 islets (**p<0.01, Wilcoxon matched-pairs signed rank test). Analyses in panels (**a**–**g**) obtained from three independent experiments and three different breeding pairs of experimental mice. AU, arbitrary units

Of all cells examined, 4.27% were NNAT^−^ ‘hub’ cells (Ca^2+^ responses with at least 30% of all cells, Fig. 8d) connected to an mean of 39.0% of all beta cells (Fig. 8e,f). The fraction of these (1.15%, Fig. 8e) identified as NNAT^+^ ‘hub’ cells had an mean of 38.3% coactivity with other cells (Fig. 8f). However, when considered within each individual islet, a significantly lower ratio of ‘hubs’ to ‘followers’ was observed in NNAT^+^ vs NNAT^−^ cells (Fig. 8g). Overlap with ‘leader’ cells [15, 25] was not explored in the absence of readily identifiable Ca^2+^ waves.

## Discussion

We describe here a novel subgroup of beta cells characterised by transient methylation of a second DMR (but not the gametic DMR) in the *Nnat* locus. This is consistent with previous findings that methylation at gametic DMRs is thought to be relatively stable [50], whereas ‘secondary’ imprinting regions have been shown to be more sensitive to nutrient- or physiology-based changes [6, 51]. We have previously described the importance of *Nnat* for beta cell insulin content and secretion [35] and therefore hypothesise that NNAT^+^ and NNAT^−^ cells display differences in secretory function. Correspondingly, transcriptomic analysis of purified adult NNAT^+^ and NNAT^−^ beta cells demonstrated that the NNAT^+^ fraction is enriched for functional pathways including translation initiation, ETC/oxidative phosphorylation pathways and co-translational protein ER membrane targeting.

Extending these studies to humans, NNAT deficiency in human EndoC-βH1 beta cells severely blunted GSIS, likely via inhibition of signal peptidase-mediated processing [35]. We show here that E17.5 *Nnat*^+^ beta cells are enriched for expression of the SPC and translocon apparatus (*Spcs1*, *Spcs2*, *Sec11a*, *Sec11c*, *Sec61*) and that the SPC/NNAT interaction is via SPCS1, and likely the means through which NNAT influences cellular insulin content. Importantly, we demonstrate that heterogeneous expression of NNAT is also a feature of the adult human pancreatic islet. Finally, NNAT^+^ cells were de-enriched for highly connected ‘hubs’ and, thus, are likelier to belong to the ‘follower’ population [14]. Interestingly, Ca^2+^ responses to 11 mmol/l glucose were significantly higher in *Nnat*-deficient vs wild-type mouse islets, in contrast to previous findings where differences were not observed in response to 16.7 mmol/l glucose [35]. A similar strong tendency was also seen when comparing NNAT^+^ vs NNAT^−^ cells in the same islet in *Nnat*-eGFP reporter mice, and suggests that NNAT^+^ cells are less responsive to metabolic stimulation by glucose, in line with their enrichment in a ‘follower’ subset of cells, and consistent with a role in insulin production rather than glucose detection [14, 15]. The molecular underpinnings of the weaker Ca^2+^ responses are unclear, but do not appear to involve differences in the levels of transcripts encoding *Slc2a2* (*Glut2*) or *Gck*. Moreover, the transcriptome of NNAT^+^ cells does not show enrichment for genes enriched in ‘hub’ [15] or ‘leader’ cells [25].

Interestingly, bimodal expression of *Nnat* was already clearly evident at embryonic stages, with *Nnat*^+^ beta cells enriched for markers of late-stage beta cell differentiation, as well as *Ins1* and *Ins2* mRNAs. These differences were, however, less marked in the adult islet, though CD24a [7] was more weakly expressed in the NNAT^+^ population. De-enrichment of markers of other islet cell types (and the immaturity marker *Cd81*) was also a common feature of both embryonic and adult NNAT^+^ beta cells. Interestingly, both embryonic and adult NNAT^+^ beta cells were enriched for *Npy*, suggesting that these cells were not fully matured. NNAT^+^ beta cells, however, had significantly higher insulin content, suggesting a possible, at least partial, overlap with the recently described ‘CD63^hi^’ population [23], and the ‘β_HI_’ population described in reference [7].

Our work also provides evidence that the epigenome controls the fate of specific beta cell subpopulations. CpG methylation plays a crucial role in early beta cell developmental maturation, including the silencing of ‘disallowed’ genes such as *Hk1*, *Mct1* (*Slc16a1*) and *Ldha* via DNMT3A [4, 48]. Here we show that islets transition from a state wherein the majority of beta cells are NNAT^+^ in late embryogenesis to comprising a restricted subpopulation of NNAT^+^ beta cells by P7. Whether this represents changes at the level of individual beta cells, or the turnover of the NNAT^+^ population and replacement with a largely NNAT^−^ population, was not determined, and would require investigation using other approaches, including fate mapping (lineage tracing).

Adult NNAT^+^ beta cells are virtually unmethylated at the *Nnat* promoter whereas robust promoter methylation was apparent in NNAT^−^ cells. These findings, and the fact that the *Nnat* promoter is differentially methylated between sperm and oocytes (see the Results), indicate that promoter methylation during this transition is likely to be acquired on the paternal allele (from which *Nnat* is selectively expressed via genomic imprinting). Our studies also show that specific deletion of the de novo methyltransferase DNMT3A at the pancreatic progenitor stage resulted in partial loss of NNAT-based beta cell heterogeneity. Thus, DNA methylation modulates restricted NNAT expression in specific beta cells during early maturation.

Might these findings be relevant for the pathogenesis of type 2 diabetes? Whether demethylation of the second DMR at the *Nnat* locus may occur in this disease is an interesting possibility which remains to be explored. In rodents, even mild hyperglycaemia deregulates *Nnat* expression alongside that of several other critical beta cell identity genes [52], and we describe here a significant reduction of NNAT^+^ beta cells in *db/db* mice. Moreover, altered CpG methylation is a common observation in islets from individuals with diabetes at imprinted and non-imprinted loci (reviewed in [18, 32]).

In conclusion, the present work demonstrates how an effector gene in pancreatic beta cells, *NNAT/Nnat*, is controlled at the level of the epigenome (DNA methylome), contributing to a functional hierarchy between cells. Chemical modification of the epigenome may in future provide an attractive therapeutic angle not only for beta cell replacement or regeneration [53] but also to modulate beta cell function and cell–cell connectivity in type 2 diabetes.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

RNA-seq data are available from the GEO under accession number GSE249659. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD048465. ImageJ scripts and CellProfiler pipelines can be made available upon reasonable request. Pseudo-time analysis scripts are available via GitHub using the link https://github.com/aosakwe/Pseudotime_Analysis_MouseIslets. Transcriptomic data for *ob/ob* mice can be obtained from a publicly available source from the Alan Attie laboratory (http://diabetes.wisc.edu/search).

## Abbreviations

DMR: Differentially methylated region
DNMT3A: DNA methyltransferase 3 alpha
E: Embryonic day
eGFP: Enhanced GFP
ER: Endoplasmic reticulum
ETC: Electron transport chain
FDR: False discovery rate
GSEA: Gene set enrichment analysis
GSIS: Glucose-stimulated insulin secretion
HTRF: Homogeneous time-resolved fluorescence
NA: Numerical aperture
NNAT: Neuronatin
P: Postnatal day
RIP: Rat insulin promoter
scRNA-seq: Single-cell RNA-seq
shRNA: Short hairpin RNA
SPC: Signal peptidase complex
TOM20: Translocase of outer mitochondrial membrane 20
UCN3: Urocortin 3

# Supplementary material for: Differential CpG methylation at Nnat in the early establishment of beta cell heterogeneity
**Source:** Diabetologia. 2024 Mar 21;67(6):1079–94. doi: 10.1007/s00125-024-06123-6
**Supplement:** Supplementary file 1 — Supplementary file1

## Electronic supplementary material (ESM)

### ESM Methods

#### *Bioinformatic clustering analysis*

Single cell RNA-seq islet data were downloaded from Gene Expression Omnibus database (accession number GSE101099 [1], E17.5 timepoint, batches '1SW', '2SW' and 'Batch 2'; GSE155742 [2], E16.5 newly synthesised beta cells batches 'Green 1' and 'Green 2'; GSE128565 [3, 4], adult islets, batch 'No STZ', and GSE110648 [5], adult islets, 'B6\_28wks\_1' and 'B6\_28wks\_2' (chow fed mice)), filtered according to the respective published work and hypervariability of gene expression was assessed by variance analysis using the *scrn* package v1.28.2 (<https://bioconductor.org/packages/release/bioc/html/scrn.html>) [6]. This method avoids artefacts resulting from technical dropouts or of prioritising low abundance genes with large variances due to technical noise. The R package *RaceID* v0.3.0 (<https://cran.r-project.org/web/packages/RaceID/index.html>) [7] was used for further analysis. Mitochondrial genes were removed from the expression matrix prior to downstream analysis and cells were filtered to have at least 5000 transcripts with an expression value of >2. A distance matrix was then constructed using Pearson correlation as the distance metric. A K-nearest neighbour graph layout utilising the Fruchterman-Rheingold algorithm was performed to cluster cells into different groups, with a value of  $k = 3$ . This algorithm also identifies outlier populations, and so a total of six clusters were identified using the clustering method, with differential expression analysis performed comparing individual clusters to all other cells. Further analysis of E17.5 mouse scRNA-seq data in the form of Seurat R object was downloaded from <https://doi.org/10.6084/m9.figshare.c.4158458> [1]. Normalisation was performed using the *sctransform* function [8] in Seurat v4 [9], followed by principal component analysis (PCA) and clustering in the top 30 PC space using the 'leiden' algorithm. The clusters were assigned their appropriate cell-types based on the expression of known cell-type specific marker genes. For visualisation purpose, cells were mapped to the UMAP space using

Seurat's built-in function, with extraction of islet clusters identifying two distinct subpopulations of beta cells. Based on this distribution, cells with *Nnat* expression >3 were designated as *Nnat*<sup>+</sup>. For geneset enrichment analysis (GSEA), differentially expressed genes were ranked according to their fold change. GSEA was performed for the Gene Ontology biological process terms ([www.gsea-msigdb.org/gsea/index.jsp](http://www.gsea-msigdb.org/gsea/index.jsp)) [10-13] and (org.Mm.eg.db: Genome wide annotation for Mouse. R package version 3.8.2) using the R package ClusterProfiler [14]. The enrichment and pathway module plots were prepared using the DOSE [15] and enrichplot (package version 1.14.2. 2022) R packages respectively. Volcano plots were prepared using the R package EnhancedVolcano (R package version 1.12.0, <https://github.com/kevinblighe/EnhancedVolcano>).

### *Pseudo-time analysis*

scRNA-seq datasets collected from islets during mouse embryogenesis (E12.5-E17.5) were obtained from [1] with Seurat v4.3 used for quality control and batch correction [16, 17]. The dataset was filtered to select for islet cells by visualising the expression of *Cdh1* and *Chga* as well as the lack of expression of *Vim* and *Col3a1* [1], which resulted in 4556 cells for downstream analyses. Following filtering, clustering was achieved by running the Louvain community detection algorithm on a shared nearest neighbours (SNN) graph generated from the single cell expression profiles [17]. Using the developmental and cell type markers identified in [1] we labelled each cluster as a known islet cell type or precursor of which 818 cells were identified as 'early' or 'late' beta cells. This also allowed us to evaluate the change in beta cell precursor/state proportion across embryonic stages. After labelling, we used the Monocle3 package to identify cell fate trajectories using a pseudo-time analysis [18]. After defining the development trajectory of beta cells during embryogenesis, we integrated our data with a dataset from adult mouse islets [3, 4].

### *Study approval*

All animal procedures were in accordance with the UK Animals (Scientific Procedures) Act 1986 and approved by the UK Home Office (PPL: PP4712156). All animal studies have been approved by the Imperial College Animal Welfare and Ethical Review Body. Animals were euthanised by cervical dislocation. Animal work was designed and reported according to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. Power calculations were based on known effect sizes. Mutant mouse lines and the appropriate control mice were housed together to minimise cage bias. We did not use randomisation to allocate mice due to the absence of experiments requiring treatment groups prior to islet isolation. Where possible, blinding for experimental mice and tissues was used and all studies were replicated in at least three independent cohorts or using litters from three different breeding cages.

### *Animal models*

Transgenic mice lines expressing *Cre* recombinase under the control of the rat insulin promoter (RIP) [19] and with a tdTomato reporter downstream of a stop codon flanked by *loxP* sites [20] have been described previously. Mice with *Nnat*-driven eGFP expression were purchased from the Mutant Mouse Resource and Research Centre (MMRRC, USA) repository (Tg(Nnat-eGFP)EA106Gsat/Mmucd, #010611-UCD) with the presence of the *Egfp* allele assessed by standard PCR using DNA from ear biopsy (primers 5'-CATCACCCCTCCTTCTCAAC-3' and 5'-GAACTTCAGGGTCAGCTTGC-3'). Mice with global deletion of *Nnat* were used as previously described [21]. Conditional *Dnmt3a* null mice [22], generated by crossing to *Pdx1-Cre* [23] have been described elsewhere [24-26]. Mice containing the *Dnmt3a* floxed allele but lacking *Pdx1-Cre* were used as controls. Islet transcriptomic data from 7 week old Zucker diabetic fatty (ZDF) rats vs ZDF/+ controls was according to [27]. Similarly, islet transcriptomic data in the mouse *ob/ob* strain vs *+/-ob* control mice (4 and 10 weeks old on a C57BL/6 background) was obtained from a publicly available source from the Alan Attie laboratory (<http://diabetes.wisc.edu/search>). 6-8 week old *db/db* and control C57BLKS/J mice on the BKS background were obtained from the Jackson

Laboratory (JAX 000642 and JAX 000662, respectively). All other mouse strains were on a C57BL/6J background and experimental cohorts were group-housed and maintained on a 12-hour light/dark cycle. Animals were fed standard mouse chow (RM3, Special Diet Services) with access to drinking water *ad libitum* in specific pathogen-free barrier facilities. Male mice were 10-12 weeks old at the time of experiments unless otherwise stated. For experiments involving the *Nnat*-eGFP reporter line, mice were hemizygous for the reporter via paternal transmission, unless otherwise stated. Sperm was isolated from young adult male C57BL/6J mice.

#### *Primary islet isolation and FACS*

To isolate primary islets, the pancreas was inflated with Liberase TM (Roche), digested at 37°C, purified using a Histopaque 1119/1083/1077 gradient (Sigma-Aldrich) and hand-picked. For FACS-based experiments, cells from purified islets were isolated immediately following isolation using Accutase (Sigma-Aldrich) for 5 min. at 37°C followed by gentle disaggregation by pipetting. Islet cells were centrifuged and resuspended in FACS buffer (25 mmol/l HEPES, 5 mmol/l EDTA, 1% fetal bovine serum (FBS) in PBS, pH 7.4) prior to cell sorting using an FACS Aria III flow cytometer (BD Biosciences, UK) equipped with 488 nm and 561 nm lasers for excitation of eGFP and tdTomato, respectively. Emission from eGFP and tdTomato expressing cells was collected using a 530/30 and 580/30 bandpass filter, respectively. DAPI (0.2 µg/mL) was used to exclude dead cells and was excited using a 405 nm laser with emission collected using a 450/50 bandpass filter. Forward scatter area vs forward scatter height was used to offset and remove doublets. Total insulin content in FACS-sorted populations was assessed using ultra-sensitive insulin homogeneous time-resolved fluorescence (HTRF) assay kits (Cisbio).

#### *Intracellular calcium imaging*

Pancreatic islets were isolated as above and left to settle overnight in RPMI medium (Gibco) supplemented with 10% (v/v) FBS, (Sigma-Aldrich), 2 mM L-glutamine and 100 U/mL

penicillin/100  $\mu\text{g/mL}$  streptomycin (both Gibco) at 37°C and 5%  $\text{CO}_2$ . For experiments involving reporter mice expressing *Nnat*-eGFP,  $\text{Ca}^{2+}$  imaging of whole islets was performed after loading the cytosol with 2  $\mu\text{mol/l}$  Cal-590 AM (Stratech) in Krebs-Ringer bicarbonate buffer (140 mmol/l NaCl, 3.6 mmol/l KCl, 0.5 mmol/l  $\text{NaH}_2\text{PO}_4$ , 25 mmol/l  $\text{NaHCO}_3$  (saturated with  $\text{CO}_2$ ), 1.5 mmol/l  $\text{CaCl}_2$ , 0.5 mmol/l  $\text{MgSO}_4$ , 10 mmol/l HEPES, pH 7.4) containing 3 or 11 mmol/l glucose. Images were captured at 0.5 Hz on an Axiovert microscope (Zeiss, Germany) equipped with a 10x 0.3–0.5 NA objective, a Hamamatsu ImagEM camera coupled to a Nipkow spinning-disk head (CSU-10, Yokogawa UK) and illuminated at 490 nm or 530 nm. Data were analysed using ImageJ and changes in fluorescence intensity over time were measured after drawing a region of interest around individual cells for each islet. Pearson-based connectivity and correlation analyses were performed as previously described [28]. The first 50 datapoints were removed to account for the initial spike in response to the addition of 11 mmol/l glucose. Signal binarisation-based connectivity and correlation analyses were performed as previously described [29]. Connectivity between cells was explored using Pearson's R-based correlation analyses in MATLAB as described [25]. We note that although the  $\text{Ca}^{2+}$  dye used here was not selectively targeted towards beta cells, at the concentration of glucose used (11 mmol/l), pancreatic alpha cells are expected to be largely inactive. We do not exclude a contribution of delta cells, although these represent <5% of the overall endocrine cell population.

For experiments involving global *Nnat* null mice [21], islets were incubated at 37°C for 40 min in Krebs-Ringer bicarbonate buffer containing 4.5  $\mu\text{mol/l}$  Cal-520 AM (Stratech) and either 3 or 11 mmol/l glucose, and then transferred into an imaging chamber. Imaging was performed on a Nikon Eclipse Ti microscope equipped with a 40x/1.2 NA oil objective and an ibidi heating system. Cal-520 AM was excited with a 491 nm laser line and emitted light filtered at 525/50 nm. Images were acquired with an ORCA-Flash 4.0 camera (Hamamatsu) and Metamorph

software (Molecular Device) was used for data capture, in streaming mode and with an interval of 230 ms.

Pearson's R-based connectivity and correlation analyses in an imaged islet were performed as previously described [28]. The first 50 datapoints were removed to account for the initial spike in response to the addition of 11 mmol/l glucose.  $\text{Ca}^{2+}$  signals were first smoothed by fitting them to a smoothing spline [30]. The smoothing spline  $s$  was constructed and minimised thus:

$$p \sum_i w_i (y_i - s(x_i))^2 + (1 - p) \int \left( \frac{d^2 s}{dx^2} \right)^2 dx$$

where  $p$  = specified smoothing parameter between 0 and 1,  $w$  = specified weight

Once the data was fitted to a smoothing spline model, a baseline trend was then set according to the means of each individual fluorescence trace. A 20% threshold above this baseline was then imposed to minimise false positives from any residual fluctuations in baseline fluorescence. Cell signals with deflection above the de-trended baseline were represented as '1' and inactivity represented as '0', thus binarising the signal at each time point. The coactivity of every cell pair was then measured as:

$$C_{ij} = \frac{T_{ij}}{\sqrt{T_i T_j}}$$

where  $T_{ij}$  = total coactivity time,  $T_i$  and  $T_j$  = total activity time for two cells

The significance at  $p < 0.001$  of each coactivity measured against chance was assessed by subjecting the activity events of each cell to a simulation with 10,000 iterations obtained through shuffling the existing data. Synchronised  $\text{Ca}^{2+}$ -spiking behaviour was assessed by calculating the percentage of coactivity using the binarised cell activity dataset. A topographic

representation of the connectivity was plotted in MATLAB (available from: <https://www.mathworks.com/matlabcentral/fileexchange/24035-wgplot-weighted-graph-plot-a-better-version-of-gplot>) with the edge colours representing the strength of the coactivity between any two cells. A 95% threshold was imposed to determine the probability of the data, which was then plotted as a function of the number of connections for each cell to determine if the dataset obeyed a power-law relationship [31] (available from: <https://www.mathworks.com/matlabcentral/fileexchange/29545-power-law-exponential-and-logarithmic-fit>). Finally, the data and figures were written from MATLAB to Microsoft Excel files (available from: <https://www.github.com/michellehirsch/xlswritefig>) for easy visualisation and dissemination.

#### *Histological techniques and immunofluorescence*

Dissected tissues were fixed in 4% paraformaldehyde at 4°C, washed with PBS and cryoprotected overnight at 4°C using 30% (w/v) sucrose in PBS before embedding in optimal cutting temperature (OCT) and stored at -80°C. Sections (10 µm) were cut using a CM1950 Cryostat (Leica) and permeabilised with 0.2% Triton X-100 in PBS, followed by blocking in 2% (w/v) BSA and 5% (v/v) chicken serum in PBS containing 0.1% Tween-20. Sections were immunostained using primary antibodies diluted in blocking buffer against NNAT (clone EPR13554(B), ab181353 from Abcam, 1:1000), GFP (GFP-1010, Aves Labs, 1:3000) INS (clone K36AC10, I2018, Sigma-Aldrich, 1:5000), somatostatin (SST) (13-2366, American Research Products, 1:1000), glucagon (GCG) (clone K79bB10, G2654, Sigma-Aldrich, 1:3000) urocortin 3 (UCN3) (a kind gift from Joan Vaughan and Paul E. Sawchenko, The Salk Institute for Biological Studies, PBL #7218 [32] 1:1000), translocase of outer mitochondrial membrane (TOM20) (FL-145, sc-11415, Santa Cruz Biotechnology, 1:250), DNMT1 (clone 60B1220.1, NB100-56519, Novus Biologicals, 1:500) and DNMT3A (clone 64B1446, NB120-13888, Novus Biologicals, 1:500) with overnight incubation at 4°C followed by incubation with secondary antibody (Alexa Fluor, Thermo Fisher Scientific, 1:500) and counterstaining with

DAPI (0.1  $\mu\text{g/mL}$ ). Sections were imaged using a TCS SP5 confocal microscope (Leica, Germany), capturing multiple islets from at least three regions of tissue  $>100\mu\text{m}$  apart. Primary antibodies were first assessed individually by comparative staining vs IgG controls. For immunostaining of paraffin-embedded sections from *db/db* mice and mice with beta cell-selective deletion of *Dnmt3a*, slides were immunostained according to [26, 33, 34] using antigen retrieval with Tris-EDTA buffer (10 mmol/l Tris base, 1 mmol/l EDTA, 0.05% Tween-20, pH 9.0) and antibodies against NNAT (ab27266, Abcam, 1:200) and INS (ab195956, Abcam, 1:800).

Human pancreata were obtained from 9 non-diabetic (ND) heart-beating organ donors (mean glycemia during intensive care unit stay:  $147\pm 18$  mg/dL (mean $\pm$ SEM, see ESM Table 4 for details)), received before November 2021 and processed as previously described to assess pancreatic islet cell features [35, 36], with the approval of the Ethics Committee of the University of Pisa, upon written consent of donors' next-of-kin. Tissue samples were obtained from the body of the pancreas close to the head. Specimens (approximately 4-5 mm<sup>3</sup>) were cleaned of any residual fat tissue, wiped and fixed for 24h either in 4% paraformaldehyde or 10% buffered formalin at 4°C. Samples were washed three times in PBS and stored in 70% ethanol solution at 4°C until further processing steps and paraffin embedding. Sequential sections (2  $\mu\text{m}$  thickness) were prepared, and H&E staining performed on one section from each tissue block to observe the overall morphology of the pancreatic tissue and evaluate the quality (adequate and uniform fixation, preservation of tissue structures, absence of artifacts such as shrinkage, tearing or crumbling) before proceeding with immunofluorescence staining. H&E staining was performed using the automated stainer Dako CoverStainer (Agilent). Sections were pre-heated at 60°C for 15 min, deparaffinised with Histoclear (Sigma Aldrich) and hydrated through passages in a decreasing alcohol series. The staining was performed by incubation of the sections with Hematoxylin (Agilent) for 3.5 min followed by rinsing in distilled water for 1 min, treatment with Bluing Buffer (Agilent) for 1 min, and rinsing in tap

water for 1 min and ethanol 95% for 1 min, followed by incubation with Eosin (Agilent) for 4 min. After dehydration through passages in increasing alcohol series, sections were mounted using mounting medium (Agilent), covered with a coverslip and allowed to dry. Immunosections were deparaffinised with xylene, rehydrated through a graded alcohol series and antigen retrieval carried out using a citrate-based unmasking solution (pH 6.0, Vector Laboratories). Sections were then permeabilised with 0.4% Triton X-100 in PBS, followed by blocking in 2% (w/v) BSA and 5% (v/v) chicken serum in PBS containing 0.1% Tween-20. Sections were immunostained using primary antibodies diluted in blocking buffer against neuronatin (NNAT) (PA5-115646 from Thermo Fisher Scientific, 1:1000), insulin (INS) (IR002, Dako, 1:100), somatostatin (SST) (13-2366, American Research Products, 1:1000) and glucagon (GCG) (clone K79bB10, G2654, Sigma-Aldrich, 1:3000) with overnight incubation at 4°C followed by incubation with secondary antibody (Alexa Fluor, Thermo Fisher Scientific, 1:500) and counterstaining with DAPI (0.1 mg/mL). Experiments to validate primary antibodies targeting NNAT (PA5-115646 from Thermo Fisher Scientific) used for experiments involving human pancreatic sections were carried out in HEK293T cells (cultured in DMEM, 10% FBS, 2 mmol/l L-glutamine, 37 °C, 5% CO<sub>2</sub> on poly-L-lysine coated coverslips). Cells were transfected with plasmids expressing human NNAT (Origene, RC200328) using Lipofectamine 2000. Transfected cells were fixed with 4% paraformaldehyde and immunostained as above using primary antibodies targeting NNAT (PA5-115646 from Thermo Fisher Scientific, 1:500). Transfected cells were visualised using co-transfection with a GFP-expressing plasmid (a kind gift from Connie Cepko, Addgene #11150 [37]). Sections were imaged using a TCS SP5 confocal microscope (Leica, Germany).

Cell classification was carried out with a custom-written Fiji script [38] and CellProfiler pipeline (software version 4.1.3). Nuclei segmentation was batch processed in Fiji using the Stardist plugin, with subsequently generated nuclei label images imported into CellProfiler for cell type classification following measurement of fluorescence intensity in acquired fluorescent channels.

### *Cell culture, RNA silencing and GSIS*

Human EndoC- $\beta$ H1 [39] and rat INS1E [40] beta cells were mycoplasma free and cultured as previously described [21]. EndoC- $\beta$ H1 beta cells were incubated with lentiviruses expressing an *NNAT*-targeting shRNA (clone ID: TRCN0000163961) vs scrambled shRNA control (multiplicity of infections (MOI) = 2, MISSION transduction particles, Sigma-Aldrich) for 72h in complete media without BSA. INS1E cells were transfected with Silencer Select siRNAs (30 nmol/l; *Nnat*, s137247; *Sec11a*, s80747; *Spcs1*, s226238; *Spcs2*, s18919; *Spcs3*, s184336; all Ambion) using Lipofectamine 2000 (Invitrogen) in OptiMEM (Gibco) for 48h. GSIS assays were performed as previously described [39]. Briefly, EndoC- $\beta$ H1 cells were cultured in low (2.8 mmol/l) glucose complete media for 16h prior to GSIS assay. Cells were incubated in Krebs-Ringer bicarbonate buffer (115 mmol/l NaCl, 5 mmol/l KCl, 24 mmol/l NaHCO<sub>3</sub> (saturated with CO<sub>2</sub>), 1 mmol/l CaCl<sub>2</sub>, 1 mmol/l MgSO<sub>4</sub>, 10 mmol/l HEPES, 0.2% BSA, pH 7.4) containing 0.5 mmol/l glucose for 1h prior to incubation with low (3 mmol/l) or high (16.7 mmol/l) glucose for 1h. Cells were collected in lysis buffer (20 mmol/l Tris-HCl pH 7.5, 137 mmol/l NaCl, 0.1% Triton X-100, 2 mmol/l EGTA, 1% glycerol with protease inhibitors (Complete Mini from Roche)), centrifuged for 5 min at 3,000 rpm and 4°C, with supernatants and collected media stored at -80°C until insulin quantification with ultra-sensitive insulin HTRF assay kits (Cisbio).

### *Immunoprecipitation and mass spectrometry*

Cells were homogenised in protein lysis buffer (50 mmol/l Tris-HCl pH 7.5, 150 mmol/l NaCl, 1% Triton X-100, 1 mmol/l EDTA with protease inhibitors, Complete Mini from Roche), solubilised for 30 min on ice, clarified and normalised for protein content. Supernatants were incubated with protein A-agarose beads (Calbiochem) and antibodies against NNAT (ab27266, Abcam, 1:500) or rabbit IgG overnight at 4°C. Agarose beads were washed seven times with protein lysis buffer, with the final three washes not containing Triton X-100. For mass spectrometry, beads were sedimented and resuspended in 100  $\mu$ L of 20 mmol/l HEPES

(pH 8.0), 1 mol/l urea, 1 mmol/l DTT and 1.5 µg of trypsin gold (Promega), transferred to protein lo-bind tubes, and digested sequentially for 30 min and overnight at 37 °C (EndoC-βH1) or overnight at 37 °C only (INS1E). Digests were subsequently acidified with trifluoroacetic acid, followed by de-salting using reversed-phase spin tips (Glygen Corp) according to the manufacturer's recommendations. Eluents were subsequently dried to completion using vacuum centrifugation. Dried peptides were re-suspended in 0.1% trifluoroacetic acid (TFA) and analysed by LC-MS/MS analysis using an Ultimate 3000 nano-HPLC coupled to a Q-Exactive mass spectrometer (Thermo Scientific) via an EASY-Spray source. Peptides were loaded onto a trap column (Acclaim PepMap 100 C18, 100µm × 2cm) at 8 µL/min in 2% acetonitrile, 0.1% TFA. Peptides were then eluted on-line to an analytical column (Acclaim Pepmap RSLC C18, 75 µm × 75 cm). A stepped gradient separation was used with 4-25% of 75% acetonitrile, 0.1% formic acid for 75-90 min, followed by 25-45% for 10-30 min, with subsequent column conditioning and equilibration. Eluted peptides were analysed by the Q-Exactive operating in positive polarity and data-dependent acquisition mode. Ions for fragmentation were determined from an initial MS1 survey scan at 70000 (EndoC-βH1) or 120,000 resolution (INS1E), followed by higher-energy collisional dissociation of the top 12 (EndoC-βH1) or 20 (INS1E) most abundant ions at a resolution of 17,500 (EndoC-βH1) or 15,000 (INS1E). MS1 and MS2 scan AGC targets set to 3e6 and 5e4 for a maximum injection time of 50ms and 50ms (EndoC-βH1) and 25ms and 110ms (INS1E), respectively. A survey scan m/z range of 400–1800 m/z (EndoC-βH1) or 350-1750 (INS1E) was used, with a normalised collision energy set to 27%, minimum AGC of 1e3, charge state exclusion enabled for unassigned and +1 ions and a dynamic exclusion of 30 (EndoC-βH1) or 50 (INS1E) seconds. Data was processed using the MaxQuant [41] software platform (v1.6.1.0) for EndoC-βH1 and (v1.6.10.43) for INS1E with database searches carried out by the in-built Andromeda search engine against the Swissprot Homo Sapiens database (downloaded 4<sup>th</sup> January 2018, entries: 20,256) or Rattus Norvegicus (Downloaded 31<sup>st</sup> May 2022, entries: 22,831). A reverse decoy database approach was used at a 1% FDR for peptide spectrum

matches and protein identifications. Search parameters included: maximum missed cleavages set to 2, variable modifications of methionine oxidation, protein N-terminal acetylation, asparagine deamidation and cyclisation of glutamine to pyroglutamate. Label-free quantification was enabled with an label-free quantification (LFQ) minimum ratio count of 2 (EndoC- $\beta$ H1) or 1 (INS1E). For post processing of raw protein intensities for experiments with EndoC- $\beta$ H1, technical intensities per sample were averaged, with the matrix containing an intensity column per replicate for each digest and condition. Intensity per digest was then generated by averaging raw intensities, with the matrix containing an intensity per digest for each condition (four columns). Intensities per digest for each condition were then summed, with the final matrix containing an intensity per condition. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [42] partner repository with the dataset identifier PXD048465.

#### *Western immunoblotting, RT-PCR, RNA sequencing*

For Western blotting, EndoC- $\beta$ H1 cells were homogenised in protein lysis buffer as above, clarified and normalised for protein content using the BCA method (Bio-Rad) as previously described [21]. Briefly, proteins were transferred from SDS-PAGE to PVDF and immunoblotted using antibodies against NNAT (ab27266, Abcam, 1:2000) and  $\beta$ -tubulin (clone 9F3, #2128, Cell Signaling, 1:5000), HRP-conjugated secondary antibodies (Cell Signaling, 1:3000) and Immobilon Forte Western HRP substrate (Millipore). Scanned blots were assessed by densitometry using Image J. For RT-PCR, mRNA was purified using an Allprep DNA/RNA/protein mini kit or by direct homogenisation into Trizol reagent with purification using chloroform and RNeasy kits (both Qiagen). Normalised quantities of mRNA were reverse transcribed, and cDNA assessed by quantitative RT-PCR using Taqman reagents on a QuantStudio 7 Real Time PCR cycler with *Hprt/HPRT1* as an internal mRNA control (all Applied Biosystems, USA, *NNAT* Hs00193590\_m1; *HPRT1* Hs02800695\_m1; *Egfp* Mr04097229\_mr; *Mafa* Mm00845209\_s1; *Neurod1* Mm01280117\_m1; *Nkx6.1*

Mm00454962\_m1; *Pdx1* Mm0435565\_m1; *Nnat* Mm00440480\_m1; *Hprt* Mm00446968\_m1; *Ins2* Mm00731595\_gH; *Slc2a2* (*Glut2*) Mm00446229\_m1; *Sst* Mm00436671\_m1; *Gcg* Mm00801714\_m1).

For RNA sequencing, RNA from FACS-purified cells (four biological replicates each from an individual mouse) was quantified and assessed for integrity (RNA integrity number > 9) using a Bioanalyzer 2100 and a RNA 6000 pico assay (Agilent Technologies). and 20 ng of RNA was processed for RNA sequencing using a NEBNext Ultra II Directional RNA library Prep Kit for Illumina paired with a Poly(A) mRNA magnetic isolation module and AMPure XP SPRIselect beads (Beckman Coulter), all according to manufacturer's instructions. Libraries were assessed on a Bioanalyzer 2100 using a High-Sensitivity DNA assay (Agilent Technologies), with subsequent cDNA quantification using a Quant-iT dsDNA High Sensitivity Assay kit (Thermo Fisher Scientific). Libraries were sequenced using a NextSeq 500 High Output sequencer (Illumina, USA), with 2 x 75 bp length at 50 million reads per sample. Quality assessment of paired end reads was performed using the FASTQC tool (version 0.11.2, <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>) and raw reads were aligned to the mouse genome (mm10) using STAR aligner (version 2.7.1a) [43]. 

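ESM Table 5 gives, for each gene, DESeq2's mean of normalised counts over the 11 libraries, the log2 fold change with its SE, the Wald statistic, the *p* and adjusted *p*, and the normalised counts of each library. DESeq2 was run on the deposited counts with no filter and with the mouse as a block, and compared with 1992 genes read from the table. With fractions named by their labels, the median gene had the table's log2 fold change with the opposite sign (median absolute difference after the change of sign 3.15e-07). The correlation of the log2 fold changes with the table's was −0.984, so the match did not hold for each gene. The median ratio of the SE of this fit to the table's was 1, and 1.22 for the same fit without the mouse block.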

Gene counts were obtained using STAR and gencode gene annotations (vM25) and differential expression analysis was performed using the DESeq2 Bioconductor package (version 1.32.0) [44]. Differentially expressed genes were obtained by comparing NNAT<sup>+</sup> beta cells, NNAT<sup>-</sup> beta cells and the non-beta cell fraction. Gene set enrichment analysis was performed using GSEA (version 4.1.0) [10-13] and the Molecular Signatures Database v7.2.0, with Wald statistical analysis from the differential expression data used to create preranked files as an input to the GSEA preranked analysis.

#### *Bisulphite sequencing*

Genomic DNA was extracted from FACS-purified cells using Allprep DNA/RNA/protein mini kits from Qiagen. Sperm cells were lysed using differential extraction, first by incubation in 100

mmol/l Tris-HCl pH 7.5, 200 mmol/l NaCl, 5 mmol/l EDTA, 0.2% SDS, 0.1 mg/mL proteinase K at 55°C for 2h to lyse epithelial cells, followed by pelleting and resuspension of sperm cells in the above lysis buffer plus 10 mmol/l dithiothreitol (DTT) and subsequent DNA extraction using phenol/chloroform/isoamyl alcohol (25:24:1) and standard isopropanol precipitation. Bisulphite conversion and desulphonation was performed using an EZ DNA Methylation-Gold kit from Zymo Research. Eluted DNA was used for amplification of PCR products with primers spanning the *Nnat* promoter (5'-TTTAGGTGGTAAGAGGGTATTTAAGGTA-3' and 5'-AATACATACTCACCTACAACA-3') and gametic DMR (5'-TTGATTGGTGGATAAGTTGTGTTT-3' and 5'-CCACCCTTAAAAAATACCCATAAT-3'), designed by BiSearch [45] and an EpiTaq hot start kit (TaKaRa Bio). PCR fragments were gel purified (Qiagen), ligated into pJET1.2/blunt using a CloneJET PCR cloning kit (Thermo Scientific) and antibiotic-resistant plasmids prepared in 96 well format using a Wizard SV 96 plasmid DNA purification system (Promega) before Sanger sequencing (Genewiz, now Azenta Life Sciences). Sequencing data was quantified as percentage of methylated CpGs across >12 clones, using Bisulphite Sequencing DNA Methylation Analysis (BISMA) software [46].

### *Statistical analysis*

Data are shown as mean $\pm$ SEM in all panels. Data were assessed for normal distribution using the D'Agostino-Pearson normality test with statistical significance between biological groups determined using GraphPad Prism 9 with ANOVA, 2-tailed Student's *t* test (parametric) or Mann-Whitney *U*/Kruskal-Wallis tests (nonparametric) used where appropriate. Sidak's (or Dunn's as nonparametric equivalent) post hoc tests were utilised to correct for multiple corrections. Paired analyses were assessed using paired Student's *t* tests or the Wilcoxon matched-pairs signed rank test. <5% error probability was considered significant (i.e.,  $p < 0.05$ ) and further statistical information, such as *n* numbers and *p* values, are provided in the figure legends.

## ESM results

### **Heterogeneous NNAT expression in beta cells during postnatal development is associated with altered CpG methylation**

To extend the findings in Fig. 1-4 using an orthogonal approach, and to facilitate subsequent functional studies, we utilised a Bacterial Artificial Chromosome (BAC) reporter mouse line expressing eGFP under the control of the *Nnat* promoter and upstream enhancers. Aligning with studies of the endogenous gene (Fig. 1-4), adult reporter mice expressed eGFP in a subpopulation (~15% of total) of beta cells (Fig. 5a). eGFP expression was allele-specific with expression from the paternal, but not maternal allele, indicating the preservation of *Nnat* imprinting in the reporter (ESM Fig. 10a, b). Furthermore, eGFP expression was restricted to tissues known to express *Nnat* endogenously (pancreatic islets, hypothalamus) with no evidence of expression in *Nnat*-deficient tissue systems (liver, kidney, muscle) (ESM Fig. 10a-c). Possession of the transgene did not affect endogenous *Nnat* expression (ESM Fig. 10b) nor the expression of key beta cell functional genes, and eGFP staining overlapped with endogenous NNAT reactivity (ESM Fig. 10d, e). Furthermore, through multiple (>6) generations of mice, eGFP reporter expression was silenced via maternal inheritance and re-established through paternal inheritance. Thus, *Nnat* imprinting status for the transgene was restored transgenerationally via the germline. Taken together, these data demonstrate that the *Nnat*-eGFP reporter mouse line mimics endogenous *Nnat* expression.

### **The NNAT<sup>+</sup> beta cell population shows impaired glucose-stimulated Ca<sup>2+</sup> dynamics and is de-enriched for highly connected 'hub' cells**

To determine whether NNAT may influence beta cell connectivity and membership of the 'hub' cell subgroup [47], we studied glucose-induced Ca<sup>2+</sup> dynamics in *Nnat* deficient (*Nnat*<sup>+/-p</sup>) islets [21] by high-speed confocal imaging of the Ca<sup>2+</sup> probe Cal-520 AM and off-line analysis using Pearson's R-based correlation analyses [48]. Ca<sup>2+</sup> increases in response to high (11 mmol/l)

glucose were significantly higher in *Nnat*<sup>+/p</sup> than control islets (ESM Fig. 14a). The mean Pearson's coefficient of correlation in wild type islets under low glucose conditions was  $0.72 \pm 0.05$ , a correlation not significantly different when compared with high glucose conditions ( $0.79 \pm 0.03$ ) (ESM Fig. 14a, b). Similarly, the mean Pearson's coefficient of correlation in *Nnat* deficient islets under low glucose conditions was  $0.70 \pm 0.039$ , with this correlation increased significantly under high glucose conditions ( $0.80 \pm 0.020$ ;  $p=0.03$ ) (ESM Fig. 14a, b). Connectivity was further analysed using signal binarisation-based connectivity and correlation analyses. Surprisingly, the pooled data over 31 wild type islets under low glucose conditions did not conform to a scale-free network, with 53.3% of all beta cells identified to be highly connected ( $R^2=0.17$ ) (ESM Fig. 14c, d). However, these same 31 wild type islets displayed an obedience to a power-law distribution only when in under high glucose conditions, where a small proportion of beta cells (15.4%) were identified to be highly-connected 'hub' cells, as assessed by counting the number of beta cells displaying coordinated  $Ca^{2+}$  responses with at least 50% of all beta cells ( $R^2=0.003$ ), and this behaviour was similar in the *Nnat* deficient islets (ESM Fig. 14c, d). Pooled data over 38 *Nnat* deficient islets revealed an adherence to a power law only in the high glucose condition, where 9.9% of beta cells were identified as 'hub' cells ( $R^2=0.11$ ). This is in contrast to the 51.7% of identified highly-connected beta cells in the low glucose condition ( $R^2=0.15$ ) (ESM Fig. 14c, d).

The mean connectivity of highly-connected wild type beta cells in low glucose was significantly higher than 'follower' cells ( $70.2 \pm 0.6\%$  vs  $14.1 \pm 0.9\%$ ;  $p<0.001$ ) (ESM Fig. 14e). This was true also under high glucose conditions ( $66.7 \pm 0.9\%$  vs  $13.4 \pm 0.5\%$ ;  $p<0.001$ ) (ESM Fig. 14e). When looking at *Nnat* deficient islets, beta cell 'hubs' were also significantly more connected than 'followers' in both low glucose ( $69.1 \pm 0.5\%$  vs  $15.3 \pm 0.8\%$ ;  $p<0.001$ ) and high glucose ( $59.7 \pm 0.6\%$  vs  $12.2 \pm 0.5\%$ ;  $p<0.001$ ) (ESM Fig. 14e). Interestingly, while there were no significant differences in the mean connectivity between the highly-connected wild type vs *Nnat* deficient 'hub' cells in low glucose ( $p=0.16$ ), the wild type 'hub' cells were significantly more connected than the *Nnat* deficient 'hub' cells in high (11 mmol/l) glucose ( $p<0.001$ ) (ESM

Fig. 14e). The proportion of highly-connected 'hubs' to 'followers' were not significantly different between the wild type and *Nnat* deficient groups (ESM Fig. 14f). However, this proportion decreased significantly in both conditions under high glucose (ESM Fig. 14f). In wild type islets, the 53.5% of highly-connected beta cells decreased significantly to only 13.6% when in high glucose ( $p<0.001$ ) (ESM Fig. 14f). Similarly, in the *Nnat* deficient islets, the 53.1% of highly-connected beta cells also decreased significantly to 9.3% under high glucose conditions ( $p<0.001$ ) (ESM Fig. 14f). Interestingly however, there were no significant differences in the proportion of 'hub'/'follower' cells between the wild type and *Nnat* deficient islets under high glucose conditions ( $p=0.36$ ) (ESM Fig. 14f). Thus, NNAT is not involved in setting beta cell connectivity but likely reflects a marker of less well-connected cells.

We further explored this question using islets from *Nnat*-eGFP reporter mice using the red-shifted calcium probe Cal-590 AM [25]. *Nnat*-GFP<sup>+</sup> and *Nnat*-GFP<sup>-</sup> cells responded similarly to challenge with high (11 mmol/l) glucose (Fig. 8a). Beta cell-beta cell connectivity (Fig. 8b) was not different between NNAT<sup>+</sup> and NNAT<sup>-</sup> populations and considered across the whole population, the mean Pearson's coefficient of correlation was  $0.87\pm0.01$  (Fig. 8c), with 14.9% of beta cells being significantly connected.

Pooled data over 45 islets uncovered a scale-free network topography (Fig. 8d) where a small proportion of beta cells (4.4%) were identified as 'hub' cells ( $\text{Ca}^{2+}$  responses with at least 30% of all beta cells;  $R^2=0.31$ ). Of the islets analysed, 34 (75.6%) displayed obedience to a power law, and this adherence pertained for both NNAT<sup>+</sup> (Fig. 8d;  $R^2 = 0.38$ ) and NNAT<sup>-</sup> populations ( $R^2=0.30$ ). Cells could be categorised as belonging to one of four distinct groups (Fig. 8e). Of all cells examined, 4.27% were NNAT<sup>-</sup> 'hub' cells connected to an mean of 39.0% of all beta cells (Fig. 8e, f). The fraction of these (1.15%, Fig. 8e) identified as NNAT<sup>+</sup> 'hub' cells had an mean of 38.3% coactivity with other cells (Fig. 8f). There were no significant differences in connectivity between these two groups (Fig. 8f;  $p=0.76$ ) nor in connectivity between NNAT<sup>+</sup> and NNAT<sup>-</sup> 'follower' cells ( $p=0.72$ ). However, when considered within each individual islet, a

significantly lower ratio of 'hubs' to 'followers' was observed in NNAT<sup>+</sup> *versus* NNAT<sup>-</sup> cells (Fig. 8g). Overlap with 'leader' cells [29, 48] was not explored in the absence of readily identifiable Ca<sup>2+</sup> waves.

## ESM Tables

**ESM Table 1:** Analysis of highly variable genes between individual beta cells at the late embryonic and adult stage

**ESM Table 2:** Transcriptomic assessment of *Nnat*<sup>+</sup> vs *Nnat*<sup>-</sup> beta cells at E17.5

**ESM Table 3:** Unbiased clustering analysis of individual beta cells at the late embryonic and adult stage

**ESM Table 4:** Donor characteristics for human pancreatic sections

**ESM Table 5:** Bulk RNA-seq analysis of FACS-sorted adult NNAT<sup>+</sup> and NNAT<sup>-</sup> beta cells

## ESM Figures and Figure Legends

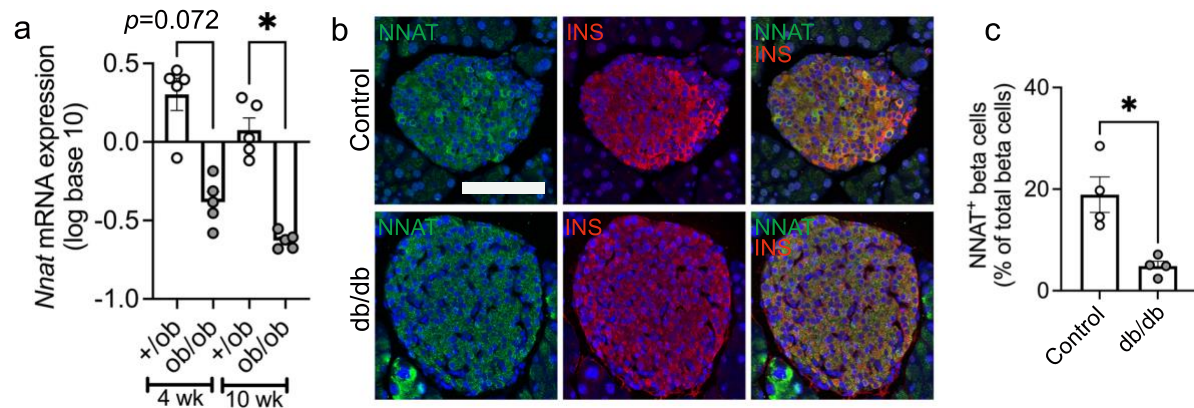

**ESM Fig. 1.** (a) Meta-analysis of *Nnat* mRNA expression in isolated islets of 4 week and 10 week old *ob/ob* vs *+/ob* control mice ( $n = 5$  mice per genotype and age, Kruskal-Wallis test with Dunn's multiple comparisons). (b) Representative confocal microscopy of pancreatic sections from *db/db* vs control mice immunostained with antibodies against NNAT (green) and insulin (INS, red). Nuclei are visualised with DAPI. Scale bar = 100µm ( $n = 4$  mice per genotype). (c) Quantification of NNAT<sup>+</sup> beta cells from images shown in b, expressed as NNAT/INS co-positive cells as a percentage of total INS-positive cells.  $*p < 0.05$ .

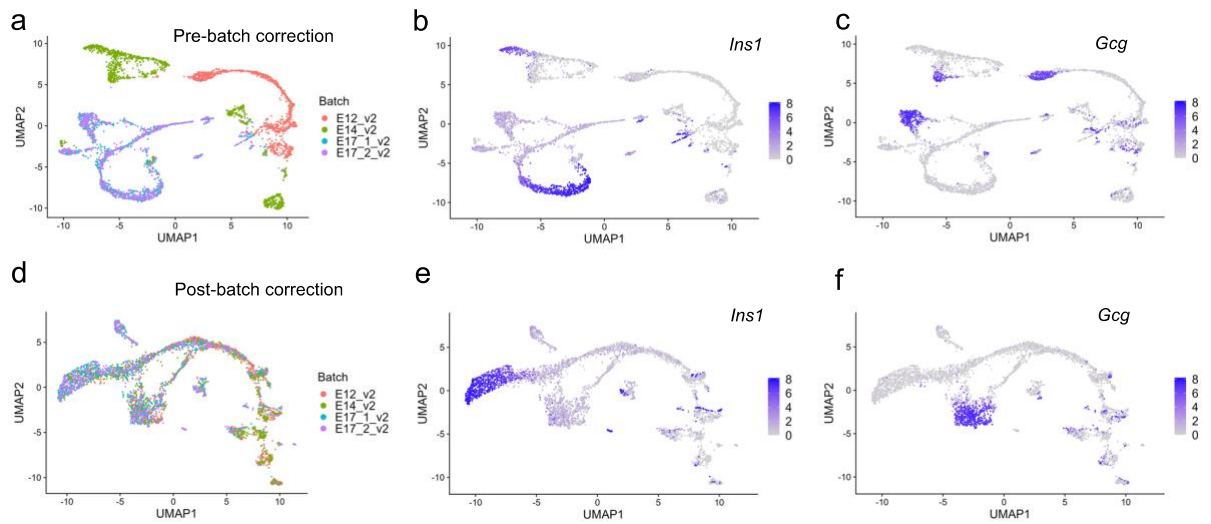

**ESM Fig. 2.** (a-c) UMAP projection of scRNA-seq data from embryonic mouse islets (E12.5-17.5) before batch correction labelled by embryonic stage for *Ins1* expression (b), and *Gcg* expression (c). (d-f) UMAP projection of the same islet cells following batch correction.

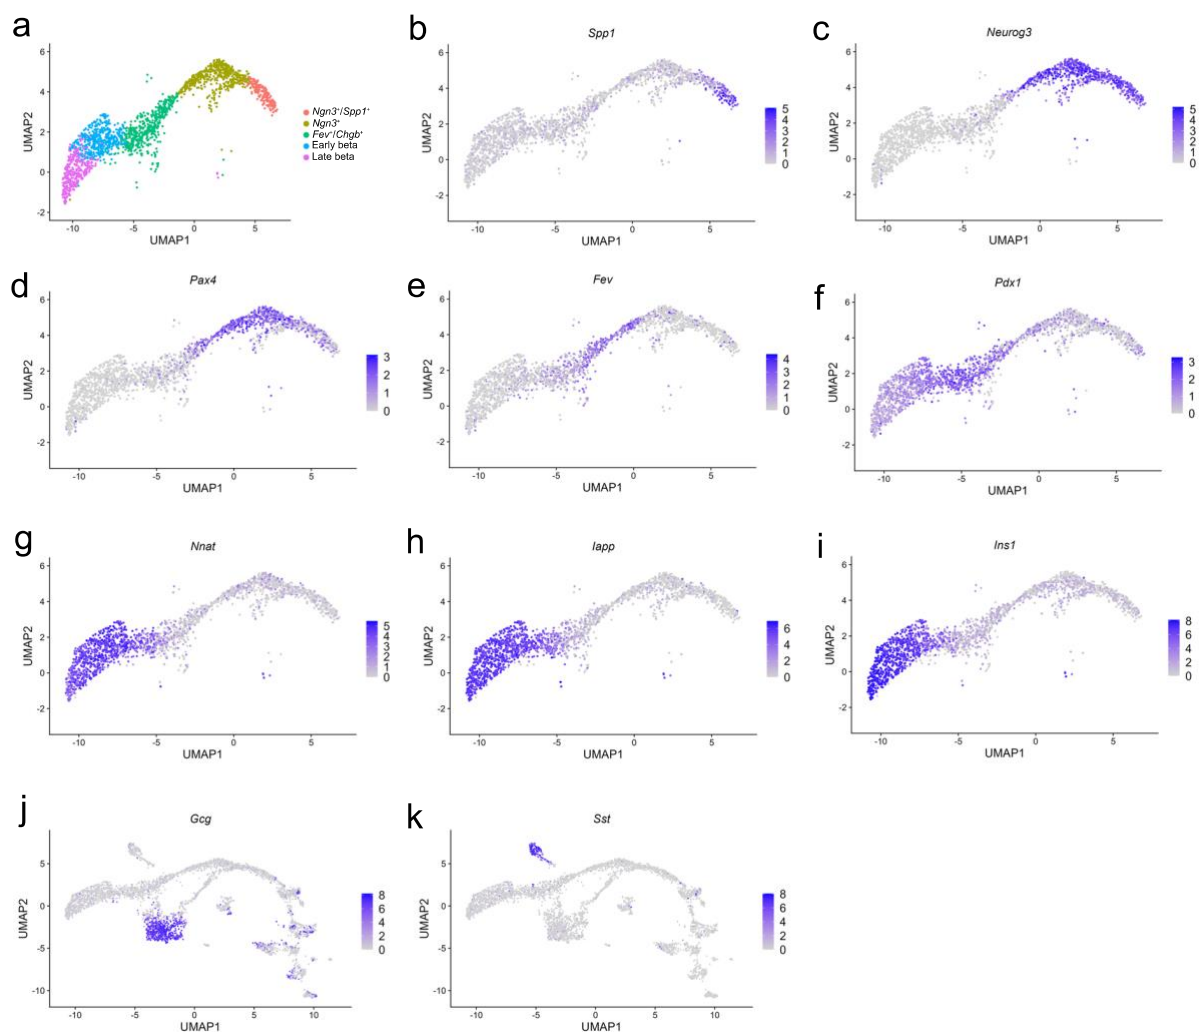

**ESM Fig. 3.** UMAP projections of beta cell precursors and identity markers, and other islet cell markers, from pseudo-time analysis of embryonic scRNA-seq islet data. (a) Plot representing the five beta cell states found in the embryonic data and (b-i) plots representing the shift in expression of markers across precursor states from E12.5 to E17.5 (b-i) and markers of other islet cell types (j, k).

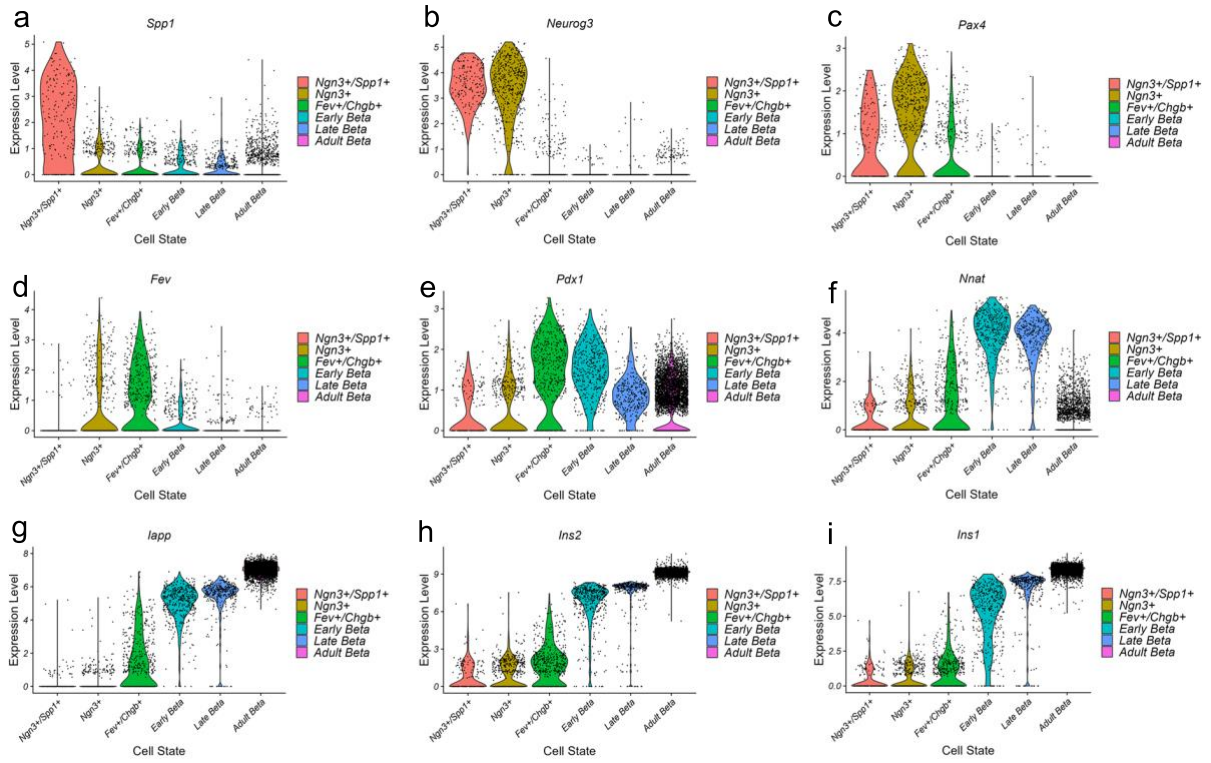

**ESM Fig. 4.** (a-i) Violin plots representing the progressive change in marker expression from early beta cell precursors during embryogenesis (E12.5 – E17.5) to mature beta cells in adulthood.

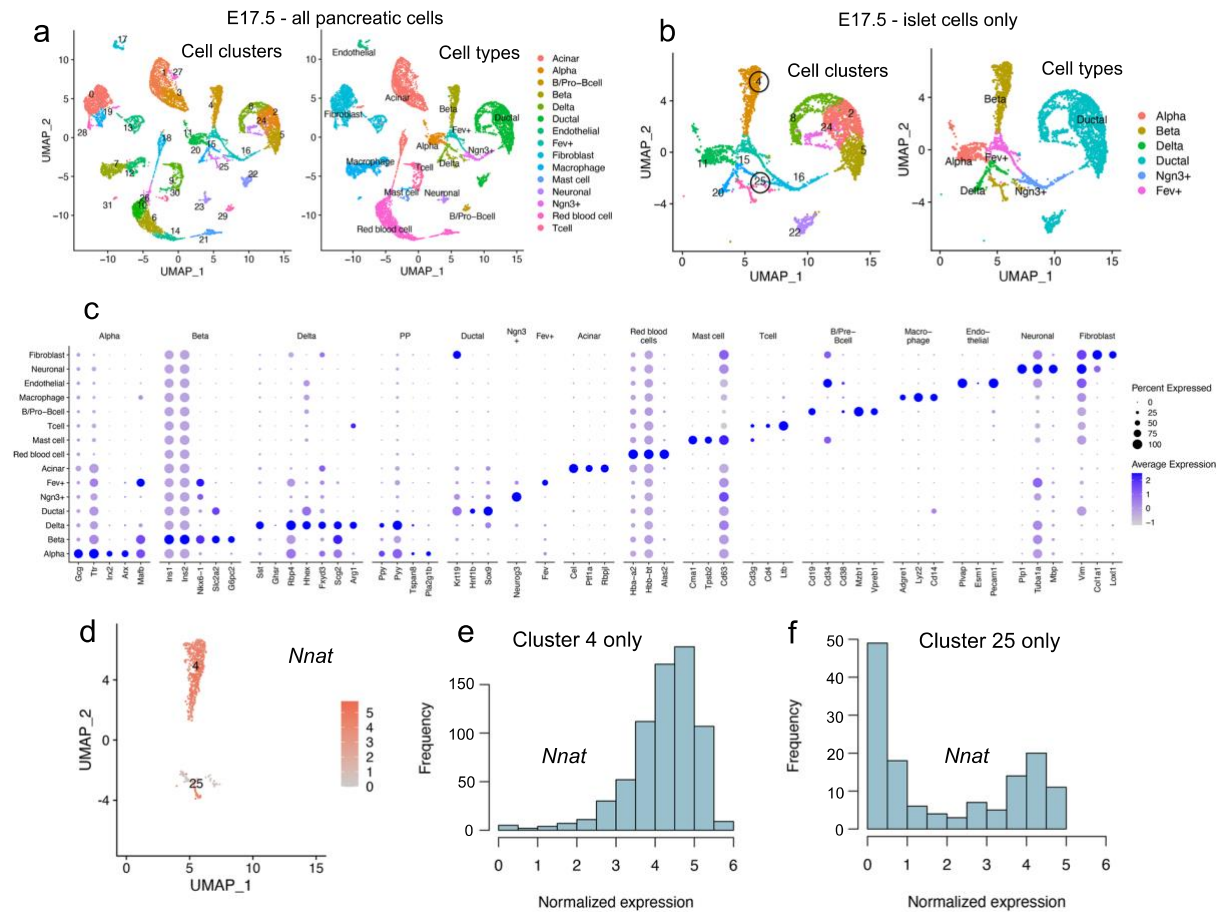

**ESM Fig. 5.** (a, b) Cell clusters and assigned cell types within the E17.5 pancreas for all cells (a) and islet cells only (b), displayed in the UMAP space. In panel b, the beta cell clusters are labelled using black circles. (c) Dot plot showing the expressions of known marker genes within each assigned cell type. Each dot is coloured according to the mean gene expressions, while the dot diameters are proportional to the percentage of cells expressing the gene. (d) UMAP showing *Nnat* expression in cell clusters 4 and 25 only (beta cell clusters). (e, f) Distribution of *Nnat* expression in individual beta cell clusters 4 (e) and 25 (f).

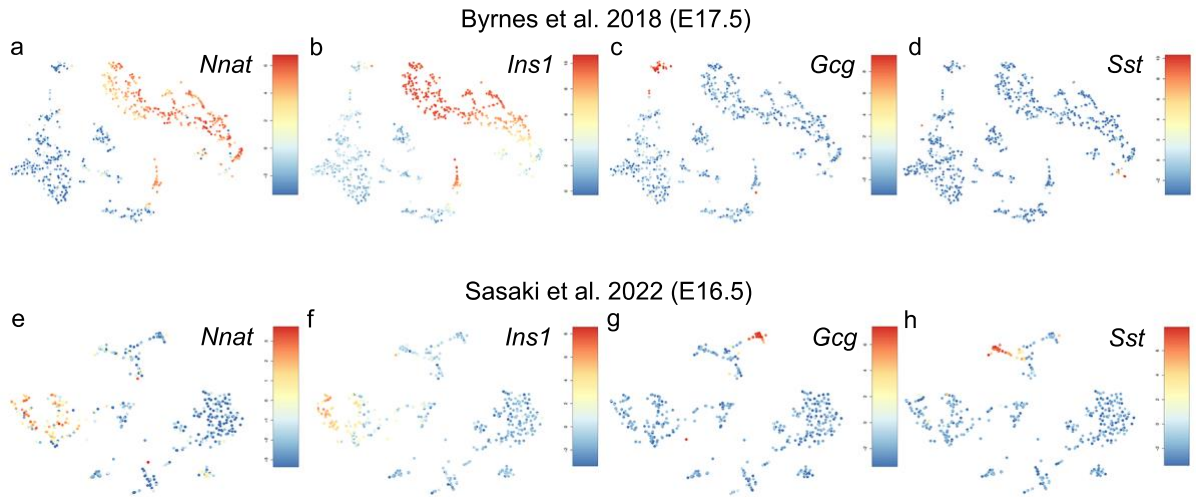

**ESM Fig. 6.** UMAP visualisation of gene expressions of *Nnat* and key islet cell markers in islet scRNA-seq datasets at the embryonic stage (E17.5, a-d and E16.5, e-h).

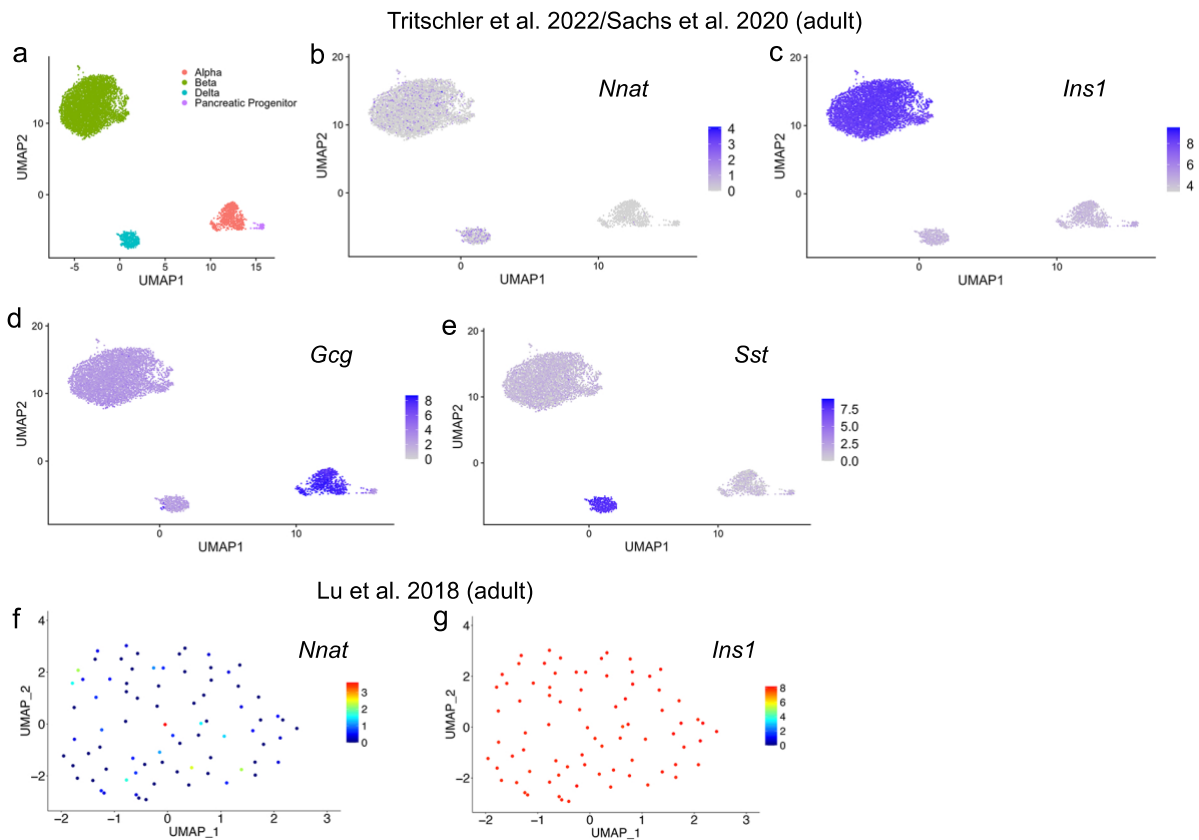

**ESM Fig. 7.** UMAP visualisation of gene expressions of *Nnat* and key islet cell markers in islet scRNA-seq datasets at the adult stage (a-e, all islet cells) and (f, g, beta cells only).

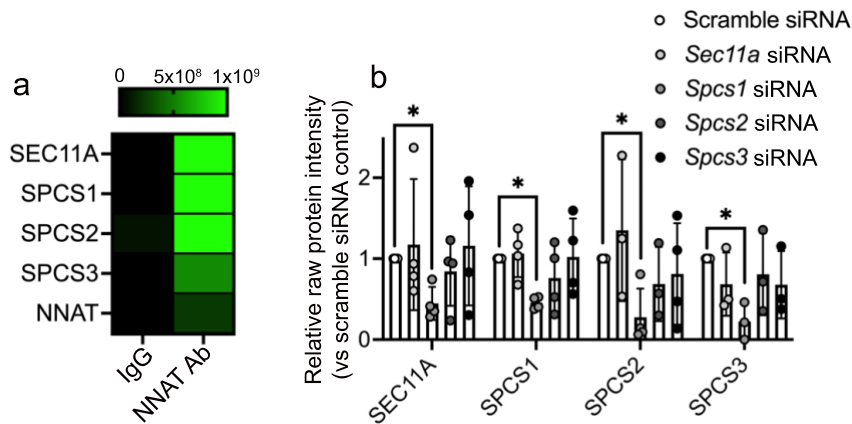

**ESM Fig. 8.** (a) Heatmap from affinity purification/mass spectrometry (AP/MS) analysis showing co-immunoprecipitation of signal peptidase complex subunits with endogenous NNAT in human EndoC- $\beta$ H1 beta cells using antibodies against NNAT (NNAT Ab) vs control IPs with rabbit immunoglobulins (IgG). (b) INS1E cells transiently transfected with siRNA targeting subunits of the signal peptidase complex followed by NNAT immunoprecipitation as above and detection of signal peptidase complex components by affinity purification/mass spectrometry analysis, with relative protein abundance measured vs scramble siRNA controls (n = 4 independent cultures per group, Kruskal-Wallis test with Dunn's multiple comparisons).

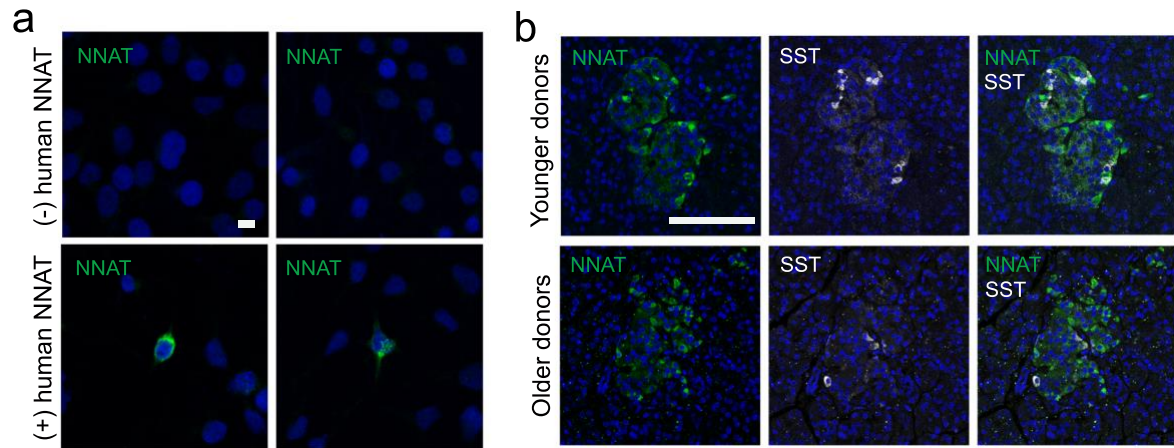

**ESM Fig. 9.** (a) Representative confocal microscopy of HEK293T cells transfected with a plasmid expressing human NNAT and immunostained with antibodies against NNAT (green). Cells transfected with empty vector were used as a control and nuclei are visualised with DAPI. Scale bar = 10 $\mu$ m (three independent experiments, each in triplicate per group). (b) Representative confocal microscopy of human pancreatic cryosections from younger ( $15.6 \pm 0.9$  years,  $n = 5$ ) and older ( $71.0 \pm 3.9$  years,  $n = 4$ ) donors. Sections were immunostained with antibodies against endogenous neuronatin (NNAT, green) and somatostatin (SST, grey). Nuclei are visualised with DAPI. Scale bar = 100  $\mu$ m.

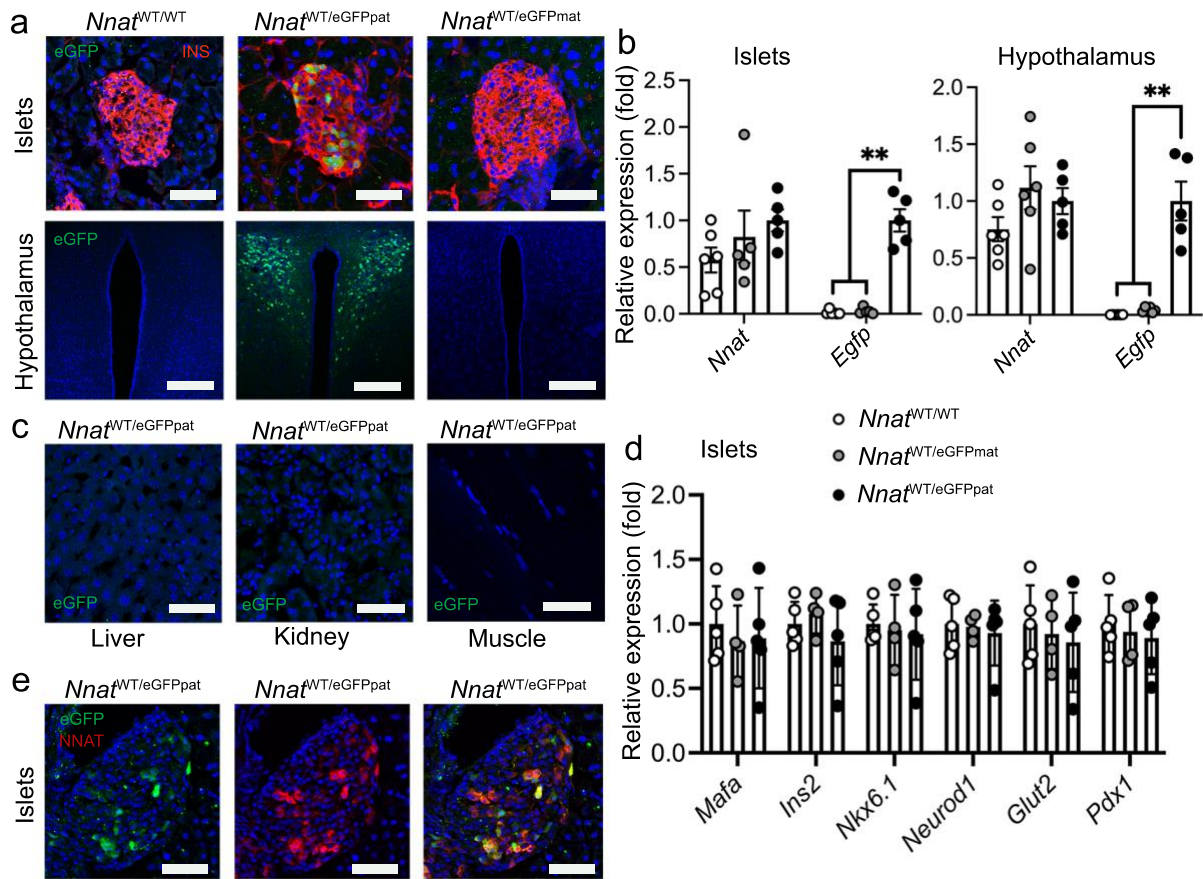

**ESM Fig. 10.** (a) Representative confocal microscopy of pancreatic and hypothalamic cryosections from P56 mice with *Nnat*-driven eGFP expression from the paternal (*Nnat*<sup>WT/eGFPpat</sup>), or maternal (*Nnat*<sup>WT/eGFPmat</sup>) allele or wild type (*Nnat*<sup>WT/WT</sup>) at this locus. Sections were immunostained with antibodies against eGFP (green) and insulin (INS, red). Nuclei are visualised with DAPI. Scale bar = 100μm (n = 3 mice per genotype). (b) RT-PCR analysis of *Nnat* and *Egfp* mRNA expression in isolated islets and hypothalamus of *Nnat*<sup>WT/eGFPpat</sup>, *Nnat*<sup>WT/eGFPmat</sup> or *Nnat*<sup>WT/WT</sup> mice. *Hprt* mRNA was used as an internal control and data are expressed relative to *Nnat*<sup>WT/eGFPpat</sup> mice (n = 5-6 mice per genotype, one way ANOVA with Bonferroni test for multiple comparisons, \*\**p* < 0.01). (c) Representative confocal microscopy of cryosections using multiple tissues from P56 *Nnat*<sup>WT/eGFPpat</sup> mice (n = 4 mice per genotype). Sections were immunostained with antibodies against eGFP (green) and nuclei are visualised with DAPI. Scale bar = 50μm. (d) RT-PCR analysis of mRNAs encoding key beta cell genes in isolated islets of *Nnat*<sup>WT/eGFPpat</sup>, *Nnat*<sup>WT/eGFPmat</sup> or *Nnat*<sup>WT/WT</sup> mice. *Hprt* mRNA was used as an internal control and data are expressed relative to *Nnat*<sup>WT/WT</sup> mice (n = 4-5

mice per genotype). (e) Representative confocal microscopy of pancreatic cryosections from P56 *Nnat*<sup>WT/eGFPpat</sup> mice (n = 3 mice per genotype). Sections were immunostained with antibodies against eGFP (green) and endogenous NNAT (red). Nuclei are visualised with DAPI. Scale bar = 100µm. Representative images from three independent experiments and breeding pairs.

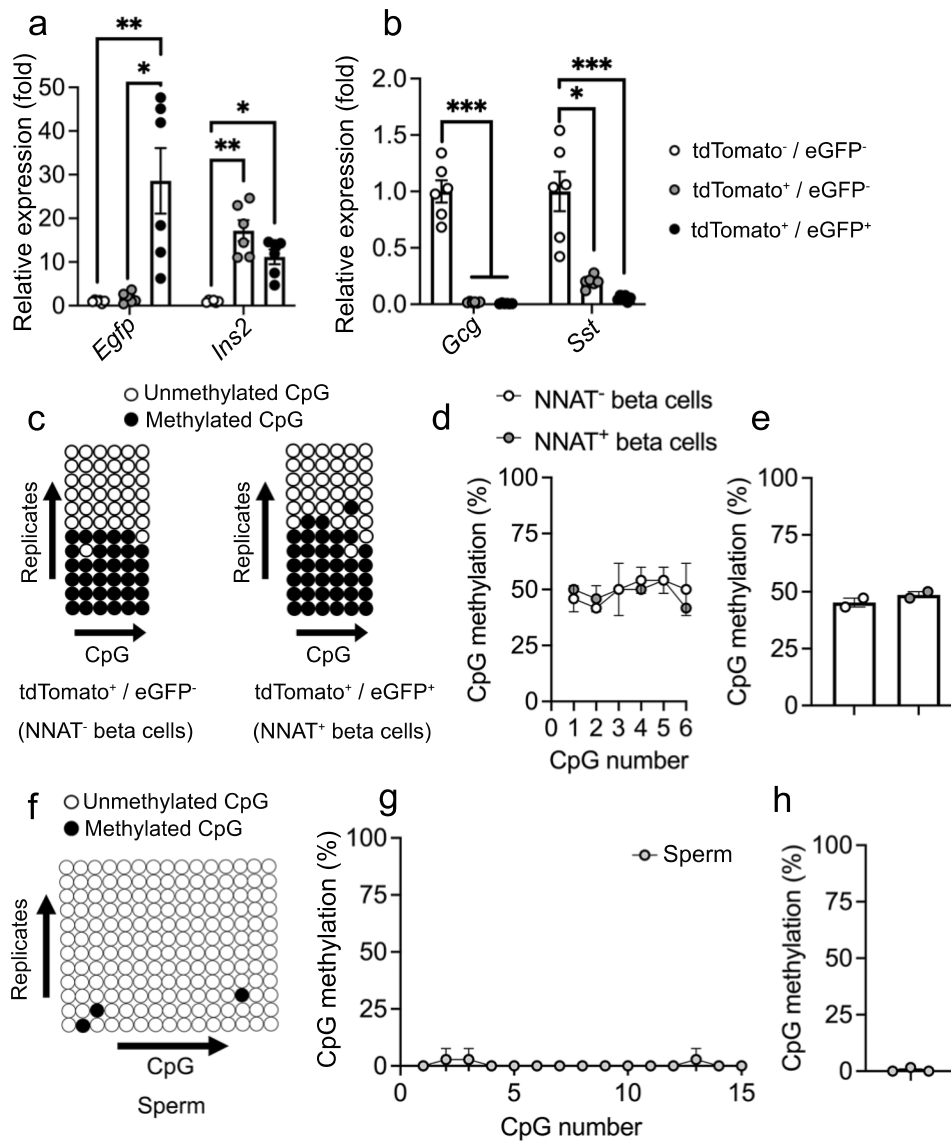

**ESM Fig. 11.** (a, b) RT-PCR analysis of *Egfp*, *Ins2*, *Gcg*, and *Sst* mRNA expression in FACS-sorted primary islet cells from reporter mice with insulin-driven expression of tdTomato (to label beta cells) and *Nnat*-driven eGFP expression from the paternal (*Nnat*<sup>WT/eGFPpat</sup>) (n = 6 mice, \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, one way ANOVA with Bonferroni test for multiple comparisons). *Hprt* mRNA was used as an internal control and data are expressed relative to *tdTomato*<sup>-</sup>/*eGFP*<sup>-</sup> cells. (c) Representative bisulphite analysis of CpG methylation at the *Nnat* gametic DMR in FACS-purified islet cell populations (n = 2 *Nnat*<sup>WT/eGFPpat</sup> mice with paternally expressed *Nnat*-driven eGFP, n = 12 clones each, two independent experiments and breeding pairs). (d, e) Quantification of data in c expressed as percentage CpG methylation across the

*Nnat* gametic DMR at individual CpGs (d) and across the entire *Nnat* gametic DMR (e). (f) Representative bisulphite analysis of CpG methylation at the *Nnat* promoter in purified sperm cells from male C57BL/6J mice (n = 3, n = 12 clones each, three independent experiments and breeding pairs). (g, h) Quantification of data in f expressed as percentage CpG methylation across the *Nnat* promoter at individual CpGs (g) and across the entire *Nnat* promoter (h). Closed circles = methylated CpG, open circles = unmethylated CpG.

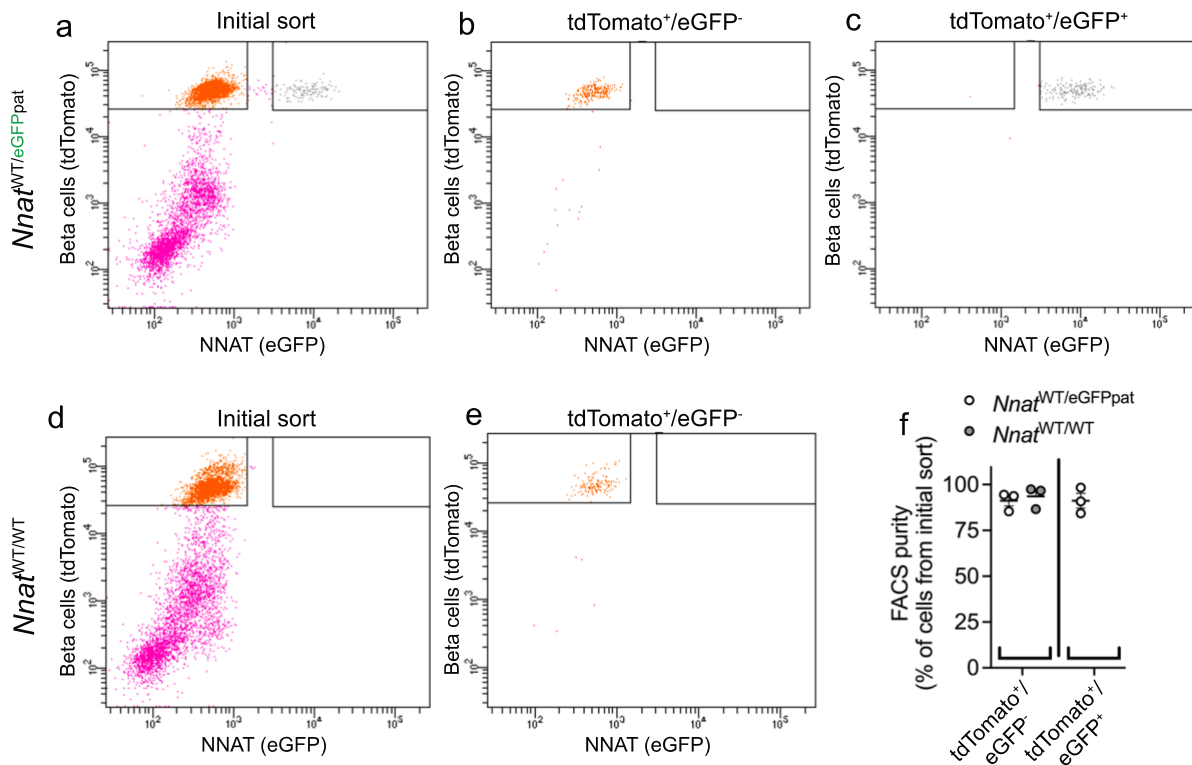

How the deposited data were processed for this re-analysis (not part of the article)

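The samples were 11 RNA-seq libraries of cells sorted by FACS from the islets of 4 adult reporter mice, in which tdTomato marked beta cells and eGFP reported the activity of the *Nnat* promoter. By the sample labels, 4 libraries held NNAT-positive beta cells, 4 NNAT-negative beta cells and 3 non-beta cells, and libraries with the same replicate number came from one mouse. Mouse 4 had no non-beta library. The paper's text gives each replicate as an individual mouse, and the labels give the numbers that pair the fractions. The age is 8 weeks in the paper's text and 10 weeks in the labels.

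The authors aligned reads to mm10 with STAR, obtained counts per gene with STAR on gencode release 25 and deposited the counts of 55401 genes without normalisation. The deposited counts were whole numbers in each library, and no pair of the 55 pairs of libraries was identical. Total counts per library were between 30420352 and 43238376. A value of 3 counts, the floor used here, is at most 0.0986 CPM in any library. Intervals and SEs cover counting error and the spread between mice, not errors of sorting or labelling. Coordinates and overlaps came from gencode release 21, which uses GRCm38, and 55141 gene identifiers matched it without their version. The log2 fold changes and adjusted *p* values of ESM Table 5 were computed by the authors with DESeq2.

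Counts were analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalisation and filterByExpr by fraction, which kept 17424 genes. All 11 libraries entered one fit with the mouse as a block. *P* values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes were called at an adjusted *p* below 0.01 and a more than 2-fold change. SEs of log2 fold changes were the change divided by the square root of *F*. CPM used TMM-normalised library sizes, and log2 CPM a prior count of 2. Correlations between libraries were Pearson's over the tested genes. The 6 gene sets were defined by patterns of gene symbols and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01 and a threshold of 0.05 after adjustment over the sets. Alternatives used DESeq2 1.42.0, fry and fgsea 1.28.0. The genes named were 30 of those that the paper names for this experiment. Some results the paper names are not reported here. In each direction, the 5 genes with the smallest *p* among those called and changed the same way in all mice were also to be named, and these were already among the 30. The long RNA genes named for mouse 4 were chosen after their values were seen.

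The tests were checked on simulated counts for 16546 tested genes with 200 changed genes. The edgeR test recovered 150 of the 200 and called 2 unchanged genes, and DESeq2 recovered 161 and called 6 unchanged genes. The simulated changes were 1.5 or 2.5 on the log2 scale, and the counts were drawn from the model that edgeR fits. Power at smaller changes or in genes with few counts, and errors in fits with no filter, were therefore not tested. In a simulation with a shifted gene set and 20 unshifted sets, camera found the shifted set and called 0 of the unshifted ones. That shift was 0.5 on the log2 scale, larger than the changes of the 6 sets, so power at those changes was not tested.

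The sample labels and ESM Table 5 name the beta cell fractions in opposite ways. The labels were kept for all fits and names, and the assignment of ESM Table 5 was tried as an alternative. The thresholds, designs and first alternatives were fixed before the count table was opened. They were not fixed blind to these libraries, because ESM Table 5 prints normalised counts and statistics for part of the genes and had been read and refitted with DESeq2 in 17 fits. The mouse block was chosen from those refits, since one pairing of the table's columns came nearest to its SEs, and the directions of the named genes were known. The explanation by RNA from non-beta cells, and the alternative that leaves out genes higher in non-beta cells, were also thought of after the table had been read. Fits without the block are therefore given beside those with it. Alternatives covered the tool, the normalisation, the filter, the block, the libraries in the fit, the most abundant genes, the thresholds, the correlation and the gene set test, and each mouse was left out in turn. Alternatives with DESeq2 and no filter were added after the counts were examined, as were the check of a single mouse standing apart and the marker threshold of 4 times.

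The collections behind the paper's GSEA and the lists of hub and leader cell genes were not used here. Single-cell RNA-seq, bisulphite sequencing, proteomics, imaging and insulin measurements were not analysed here.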

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

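For each gene named, and for the total counts, the 4 values of each beta cell fraction were compared, and a value was taken up here when its gap to the nearest other value was large against the whole range of the 4. Of 62 groups of 4 values, 6 had such a value, and 3.1 are expected by chance. The tests below were chosen after these values were seen.

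Of these 6 values, 5 belong to mouse 4. *Meg3* in mouse 4 had a log2 CPM of 10.24 in the library labelled NNAT-positive, against 4.37 to 5.34 in the other mice (gap over range 0.835), and of 10.04 in the library labelled NNAT-negative, against 4.22 to 5.02 (0.863). *Nnat* had 6.66 in the library labelled NNAT-positive of mouse 4 against 5.53 to 5.66 in the others (0.883). In the same library *Nkx6-1* had 9.18 against 9.57 to 9.64 (0.833) and *Ucn3* 8.83 against 9.40 to 9.47 (0.886). Library size was tested first. The total of that library, 39119316 counts, lies within those of the other beta cell libraries, so depth does not account for the values. A smaller share of insulin counts was tested next. Over any pair of beta cell libraries, the difference in that share changes all other genes by at most 0.325 on the log2 scale, which is less than the gap of each of these 4 genes. The third test asked whether mouse 4 differs in many genes. In 663 of the 17424 genes, both beta cell libraries of mouse 4 lay more than 2-fold above the other 6 beta cell libraries, against 49, 16 and 38 genes for mice 1, 2 and 3. In the opposite direction there were 22 genes for mouse 4 and 49, 83 and 18 for the others. The genes of mouse 4 include long RNAs. *Malat1* had 1985 and 1593 CPM in its 2 libraries and at most 87.9 CPM in the other beta cell libraries, *Neat1* had 389 and 330 CPM against at most 20.6, and *Firre* had 188 and 178 CPM against at most 4.46. These numbers are consistent with a difference in RNA or library preparation between mouse 4 and the others, which may explain the values of *Meg3*. Both fractions of mouse 4 share it, so the mouse block removes it from the comparison of the fractions. Mouse 4 has no non-beta library, and the labels give it the same age, sex, strain and treatment as the others, so no biological explanation was tested.

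*Ppy* in the library labelled NNAT-negative of mouse 1 had a log2 CPM of 4.81, against 5.66 to 5.83 in the other mice (gap over range 0.834). If that library held less RNA from PP cells, *Pyy* should also be low there. The log2 CPM of *Pyy* there minus the lowest of the other 3 libraries was −0.411, as less RNA from PP cells would give. *Sst* was also lowest there (516 CPM against 661 to 1016), so the low value was not specific to PP cells. *Ppy* of mouse 1 was also lowest in non-beta cells (559 CPM against 1177 and 1442). The same held in the libraries labelled NNAT-positive (108 CPM against 116 to 178), so it was not limited to that library. The library labelled NNAT-negative of mouse 1 has the smallest total of the 8 beta cell libraries, 30420352 counts. The next smallest, the library labelled NNAT-negative of mouse 4 with 32478364 counts, had the highest *Ppy* of its fraction (5.83). A small total thus did not go with a low *Ppy* there. That comparison rests on 1 library, of a mouse that stands apart in many genes, so depth is not excluded. The design holds no condition that separates mouse 1, so no biological explanation was tested.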

How the results depend on the processing

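The alternatives described as added were chosen after the counts were examined. All others were written down before the count table was opened, but after ESM Table 5 had been read.

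The number of genes lower in the libraries labelled NNAT-positive was 0 with 130 at an unadjusted *p* below 0.05. It stayed 0 with RLE size factors, at least 10 counts in every sample, no replicate block and only the 2 beta cell fractions. It stayed 0 with the 10 most abundant genes left out of the scaling, though not of the test, and with glmTreat. It also stayed 0 at an adjusted *p* below 0.05, for genes no higher in non-beta cells and in the 4 fits that each left out one mouse. It was 6 with DESeq2 (*Gabrp*, *Gbp5*, *Gm10805*, *Ptpn22*, *Rai14* and *Slc13a2*) and 1 with no filter (*Igha*). The number of genes higher was 8. It was 80 with DESeq2, 25 with no filter, 16 with at least 10 counts in every sample, 1 (*Rbp4*) with no replicate block, 0 with glmTreat (261 at an unadjusted *p* below 0.05), 16 at an adjusted *p* below 0.05 and 0 for genes no higher in non-beta cells than in the libraries labelled NNAT-negative (88 at an unadjusted *p* below 0.05). This last filter also removes genes by a low value in the libraries labelled NNAT-negative, among them *Anpep*, so its 0 follows in part from the difference tested. It ranged from 0 to 5 genes across the 4 fits that each left out one mouse, with 5 without mouse 1 (*Anpep*, *Cilp*, *Eef1a2*, *Gpx3* and *Rbp4*), 3 without mouse 2 and 3 without mouse 4 (*Eef1a2*, *Gpx3* and *Rbp4* in both), and 0 without mouse 3 (817 at an unadjusted *p* below 0.05). All 8 genes were among those called with DESeq2, with no filter and with at least 10 counts. RLE size factors and leaving the 10 most abundant genes out of the scaling each gave 7 of the 8, without *Cd81*. Only the 2 beta cell fractions also gave 7, of which 5 were among the 8, without *Cd24a*, *Cd81* and *Eef1a2* and with *Gcg* and *Sst*. The cause was not tested.

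Added alternatives are as follows. For genes no higher in non-beta cells than in the mean of the beta cell fractions, a filter that does not use the difference between them, 1 gene (*Anpep*) was higher and 0 were lower (119 and 73 at an unadjusted *p* below 0.05). With counts thinned to the smallest library, 9 were higher, the 8 and *Sst*, and 0 were lower (141 at an unadjusted *p* below 0.05). With the fractions assigned as in ESM Table 5, every sign changes with the same size and *p*, and the counts become 8 lower and 0 higher. DESeq2 with no filter called 76 genes lower and 194 higher by the labels, so 194 lower and 76 higher as in ESM Table 5. At an adjusted *p* below 0.05 it called 79 lower and 241 higher by the labels, so 241 lower and 79 higher as in ESM Table 5. DESeq2 with no filter and no replicate block called 1 lower (*Gbp5*) and 46 higher, and 3 (*Gbp5* and 2 immunoglobulin kappa variable genes) and 47 without its screen for outlying counts.

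Against non-beta cells, the count for the libraries labelled NNAT-positive was 3765, and it was 2230 with at least 10 counts in every sample and 2491 with glmTreat. The count for those labelled NNAT-negative was 4056, and it was 2415 with at least 10 counts. Leaving out one mouse at a time gave from 3020 to 3497 and from 3281 to 3810 genes. The other alternatives kept both counts within 1.5 times. The cause was not tested.

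The mean correlation between the beta cell fractions (0.958) was 0.974 by Spearman's method, 0.629 over the 500 most variable genes and 0.939 with a prior count of 0.5. That between beta and non-beta cells (0.73) was 0.795, 0.607 and 0.683 under the same alternatives, 0.864 with no filter and 0.828 with at least 10 counts. It remained below that between the beta cell fractions under each of these. The cause was not tested.

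The changes of ribosomal proteins and nuclear-encoded oxidative phosphorylation subunits kept their direction and side of 0.05 with RLE size factors, at least 10 counts, no replicate block, only the 2 beta cell fractions and fgsea. They depended on mouse 2. Without it, the change of ribosomal proteins was −0.0037 (camera's direction reversed, adjusted *p*=0.545) and that of nuclear-encoded subunits −0.0321 (adjusted *p*=0.536). Across the 4 fits that each left out one mouse they ranged from −0.154 to −0.0037 and from −0.168 to −0.0321. With fry, which keeps the medians of −0.102, −0.109, −0.0521 and −0.114 for ribosomal proteins, nuclear-encoded subunits, initiation factors and the signal peptidase complex, none of these 4 sets passed (adjusted *p*=0.835), and the directions of SRP and translocon (median −0.0292) and mitochondrially encoded subunits (0.0909) were reversed. Initiation factors and the signal peptidase complex also failed with at least 10 counts (−0.0351 and −0.098), no replicate block (−0.0451 and −0.098) and fgsea (−0.0521 and −0.114, adjusted *p*=0.0665). They ranged from −0.0665 to −0.0344 and from −0.164 to −0.0618 when one mouse was left out, and failed in 3 of these 4 fits. The mitochondrially encoded subunits, never past 0.05 except without mouse 2 (−0.205, adjusted *p*=0.019), reversed camera's direction with at least 10 counts (0.112), no replicate block (0.0948) and only the 2 beta cell fractions (0.185). They ranged from −0.205 to 0.374 when one mouse was left out. SRP and translocon ranged from −0.0458 to −0.0212 when one mouse was left out. The cause was not tested.

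Among single genes, the alternatives fixed beforehand, other than leaving out a mouse, reversed 0 results, weakened 12 and strengthened 5, and 188 kept their side of the threshold. With DESeq2, *Nnat* passed 0.01 (adjusted *p*=0.00798, with a range over its alternatives from 0.00798 to 1). The sign of some genes changed when one mouse was left out. *Slc16a1* then ranged from −0.26 to 2.75, *Slc2a2* from −0.0437 to 0.0956, *Nkx6-1* from −0.128 to 0.0082, *Dlk1* from −0.16 to 0.73, *Cfap126* from −0.11 to 0.20, *Cd9* from −0.0553 to 0.636 and *Cdkn1c* from −0.16 to 0.45. In these fits 22 results of single genes were weaker.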

Differences from the paper's values

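The paper gives 241 genes as lower in NNAT+ than in NNAT- beta cells, and the count here, by the labels, was 0 (130 at an unadjusted *p* below 0.05). The paper gives 79 genes as higher, and the count here was 8. Of the alternatives set before the count table was opened, DESeq2 with the same design reached 80 genes higher, against the paper's 79. These are genes higher in the libraries that ESM Table 5 lists as NNAT-, and the paper's are higher in NNAT+. The same alternative gave 6 genes lower, and none of the other alternatives set beforehand reached either of the paper's counts. DESeq2 with no filter and the fractions assigned as in ESM Table 5, chosen after seeing the values, gave 194 lower and 76 higher, both within 1.5 times of the paper's counts. With the threshold on the adjusted *p* also raised from 0.01 to 0.05, again chosen after seeing the values, it gave 241 lower and 79 higher, the paper's counts. In ESM Table 5 itself, ordered by its adjusted *p*, the paper's values give 197 genes lower and 76 higher at 0.01 and 241 lower and 79 higher at 0.05, each with a more than 2-fold change, while the paper's text gives 0.01 as the threshold.

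The log2 fold changes of the paper in ESM Table 5 had the opposite sign to those by the labels for each of the 20 named genes found in the part of the table read. For *Gpx3* the paper's value is −1.45 against 1.49 here, for *Rbp4* −1.38 against 1.41, for *Eef1a2* −1.71 against 1.75, for *Anpep* −1.11 against 1.14, and for *Pyy* −1.31 against 1.35. For *Ppy* the paper's value is −1.49 against 1.53, for *Cd24a* −1.36 against 1.39, for *Cd81* −1.02 against 1.06 and for *Sst* −1.33 against 1.37. For *Nnat* the paper's value is 0.65 against −0.62 here, for *Npy* 0.94 against −0.90, for *Ins1* 0.23 against −0.19, for *Ins2* 0.21 against −0.17 and for *Mafa* 0.25 against −0.21. For *Slc2a2* the paper's value is −0.0129 against 0.0509, for *Nkx6-1* 0.0774 against −0.0386, for *Ucn3* 0.0931 against −0.0552, for *Cd63* 0.14 against −0.10, for *Hk1* −1.82 against 1.73 and for *Ldha* −1.79 against 1.43. None of the alternatives set before the count table was opened gave these genes the paper's sign, except for *Slc2a2* (−0.0437) and *Nkx6-1* (0.0082) without mouse 2. In the main fit, *Slc2a2*, *Nkx6-1*, *Ins1*, *Ins2* and *Ucn3* already lay within the larger of the 2 SEs of the paper's value. For these genes only the sign differed. With the fractions assigned as in ESM Table 5, chosen after seeing the values, all 20 genes lay within the larger of the 2 SEs of the paper's value.

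The paper states that *Sst* was differentially expressed, and its adjusted *p* here was 0.0105 (edgeR's quasi-likelihood test). *Sst* passed 0.01 with DESeq2 with the same design, with no filter, with at least 10 counts in every sample and with only the 2 beta cell fractions. It also passed with DESeq2 and no filter and with counts thinned to the smallest library, alternatives chosen after seeing the values. The paper states that *Npy* was enriched in NNAT+ beta cells. By the labels *Npy* was lower in the libraries labelled NNAT-positive (−0.90), its adjusted *p* here was 0.407 and the paper's is 0.0508. No alternative called it at 0.01, and the lowest adjusted *p* was 0.015, with DESeq2 and the same design. The paper states that the NNAT+ fraction was enriched for translation, oxidative phosphorylation and SRP-dependent targeting. By the labels the sets for ribosomal proteins, initiation factors and nuclear-encoded oxidative phosphorylation subunits were lower in the libraries labelled NNAT-positive (−0.10, −0.05 and −0.11). These values are relative to the median of all tested genes, and the median of initiation factors itself was not below 0 (0.00). SRP and translocon genes were not past the threshold (−0.03). With the fractions named as in ESM Table 5, the signs of *Npy* and of these sets are reversed and have the paper's direction. For these results the difference from the paper's direction is thus one of naming.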

Other observations

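The tests in this part were chosen after the results they concern had been seen, except those of library size, of the most abundant genes and of exchanged fractions for the counts of genes lower in the libraries labelled NNAT-positive, and those of exchanged fractions for the other counts.

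*Nnat* was lower in the libraries labelled NNAT-positive than in those labelled NNAT-negative in 4 of 4 mice, and DESeq2 with the same design gave a log2 fold change of −0.653 (adjusted *p*=0.00798). Of the 4 columns that ESM Table 5 heads NNAT+, 4 hold the values of libraries labelled NNAT-negative, and with the fractions assigned as in the table 8 genes are lower and 0 higher (130 at an unadjusted *p* below 0.05). This is consistent with exchanged labels of the beta cell fractions. An exchange in the table alone would leave the gene used for sorting lower in the NNAT+ fraction. The paper describes NNAT expression in the beta cell subtypes as near binary. Mean *Nnat* was 61.0 and 93.8 CPM in the libraries labelled NNAT-positive and NNAT-negative, and 20.1 CPM in non-beta cells. Under either naming the NNAT- fraction thus kept much *Nnat* RNA, which an exchange of labels does not account for. The names given at sorting were not examined, and in edgeR's quasi-likelihood test the difference of *Nnat* did not pass 0.01 (adjusted *p*=0.444).

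Within each of the 4 mice, the names of the beta cell fractions were exchanged in all ways, which gives 8 splits when a split and its mirror count as one, each parting the same pairs. The real split, with 8 genes higher, was matched by 1 of the 8 splits, itself. For the count of 0 genes lower (130 at an unadjusted *p* below 0.05), 8 of 8 splits gave as many, as any split must. For the counts against non-beta cells, exchanges in the 3 mice with both fractions gave 1 of 8 splits as large, the real one, for either beta cell fraction, and the other 7 splits gave at most 132 genes (libraries labelled NNAT-positive) and 150 genes (labelled NNAT-negative). With 8 splits no share under 0.05 can arise, so the test by splits cannot decide on its own. For the gene sets, the splits with a camera *p* at least as small as the real one were 5 of 8 for ribosomal proteins, 3 of 8 for nuclear-encoded oxidative phosphorylation subunits, 7 of 8 for mitochondrially encoded subunits, 2 of 8 for initiation factors, 4 of 8 for SRP and translocon and 3 of 8 for the signal peptidase complex.

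The genes higher in the libraries labelled NNAT-positive may reflect RNA from non-beta cells in those libraries. Of the 839 genes higher there at an unadjusted *p* below 0.05, 80.45% were higher in non-beta cells than in both beta cell fractions, against 49.99% of all tested genes. Of the 130 genes lower there, 40% were. In the main fit, with 0 genes called lower and 130 of 17424 below 0.05, there is no excess of lower genes to explain. With only the beta cell libraries, 427 of 14489 genes were lower at an unadjusted *p* below 0.05, with 0 called. DESeq2 with the same design gave 447 of 17424, with 6 called, so an excess of lower genes may depend on the fit. Of the 8 genes called higher in the main fit, 7 were higher in non-beta cells, and *Anpep* was not. The excess was measured with marker genes as the difference between the libraries labelled NNAT-positive and NNAT-negative of each mouse, in percent of the level in non-beta cells. Markers were used where non-beta cells had at least 4 times the CPM of both beta cell fractions. The excess was 9.50% (SD 1.97, *n*=4 mice) for markers of delta cells and 7.31% (SD 1.97) for those of PP cells. The PP cell markers are *Ppy* and *Pyy* and 1 delta cell marker is *Rbp4*, all among the 8 genes, so the value for PP cells restates those calls. It was 1.23% (SD 0.41) for alpha cells, 0.976% (SD 2.54) for acinar cells, 1.07% (SD 2.82) for ductal cells, 0.305% (SD 0.80) for immune cells, 0.091% (SD 0.158) for endothelial cells and 0.0242% (SD 0.04) for stromal cells. The excess of delta cell markers was 7.71 times that of alpha cell markers, and in each mouse it was above the highest value of alpha cells, so one mixture of all non-beta cells does not account for it. The delta cell markers *Sst*, *Hhex*, *Ghsr* and *Rbp4* had mean excesses of 10.9, 12.9, 9.40 and 7.99%, and the highest was 1.61 times the lowest. RNA from delta cells would give one excess for all 4, but beta cells that express these genes could give the same, and the 2 cannot be told apart with pooled cells.

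Technical explanations of the same 8 genes were tested. The library labelled NNAT-positive had the larger total in 4 of 4 mice. An unpaired comparison of the totals (two-sided exact permutation test, p = 0.0857) ignores the pairing by mouse. Every library was therefore thinned to the total of the smallest. The count of genes lower stayed 0 (141 at an unadjusted *p* below 0.05, against 130). All 8 genes higher were called again, with *Sst* as a further gene, and the lowest log2 fold change of the 8 was 1.04 (*Cd81*), so depth does not account for them. With the 10 most abundant genes left out of the scaling, but not of the test, 7 genes were called. For genes lower the count was 0 (230 at an unadjusted *p* below 0.05), a count that could not fall. What remains for the genes higher is RNA from other islet cells or a difference between the beta cells themselves, and the test of other splits cannot exclude chance.

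The gene sets were tested again after the trend of the test statistic with transcript length and GC content was removed. All members tested had a length. The adjusted *p* from camera on the corrected statistic was 0.0284 for ribosomal proteins and 0.00927 for nuclear-encoded oxidative phosphorylation subunits, which remained below 0.05. It was 0.0728 for initiation factors and 0.123 for the signal peptidase complex, and these sets were already above 0.05 in the same test before correction (adjusted *p*=0.0559 and 0.0666), so a bias of length or GC content can be neither shown nor excluded for them. After the trend with the difference between non-beta cells and the libraries labelled NNAT-negative was removed, the values were 5.05e-05, 0.00138, 0.119 and 0.366 in the same order. Ribosomal proteins were higher in non-beta cells, with a median log2 difference of −0.88 for the libraries labelled NNAT-negative minus non-beta cells. Pooled non-beta RNA in the libraries labelled NNAT-positive would thus raise this set, which argues against that source for its lower value. For nuclear-encoded subunits (median 0.17), the trend with the pooled profile of non-beta cells does not account for the change in full. The excess of acinar markers was 4.67% in mouse 2, against 0.101, 0.23 and −1.1% in mice 1, 3 and 4. The effect on the sets of a mixture of another composition, such as more acinar RNA in mouse 2, was not tested. For the other sets RNA from non-beta cells cannot be excluded. Ribosomal proteins were lower in 2 of 4 mice and nuclear-encoded subunits in 3 of 4, and both rested on mouse 2, so neither is called biological.

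DESeq2 with no filter called 76 genes lower in the libraries labelled NNAT-positive. Of these, 71 did not pass the filter of the edgeR test, 75 had a mean below 10 counts in the beta cell libraries, and 1 was lower in all 4 mice. In 97.4% of them, a single library held more than 0.5 of the counts of the 8 beta cell libraries, against 25.7% of all 28027 genes with a count. Counts from a single library are therefore a candidate explanation of these calls. Of the 194 genes called higher, 63.9% had such a library, and 68 were higher in all 4 mice. Turning off DESeq2's screen for outlying counts (Cook's distance) in the fit without the mouse block gave 3 genes lower. The 76 come from the fit with the block, in which this screen was off. Those calls therefore had no screen for outlying counts, and the test cannot tell what one would do there.

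The duplicate check found no pair of libraries with the same counts. Of the 86 genes called by DESeq2 with the same filter as the edgeR test, 77 are called in ESM Table 5, as are 268 of the 270 called by DESeq2 with no filter and all 8 called by edgeR.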
